# Trancriptional landscape of *Aspergillus niger* at breaking of conidial dormancy revealed by RNA-sequencing

**DOI:** 10.1186/1471-2164-14-246

**Published:** 2013-04-11

**Authors:** Michaela Novodvorska, Kimran Hayer, Steven T Pullan, Raymond Wilson, Martin J Blythe, Hein Stam, Malcolm Stratford, David B Archer

**Keywords:** *Aspergillus niger*, Conidia, Dormancy, Transcriptome, RNA-seq, Antisense transcription

## Abstract

**Background:**

Genome-wide analysis was performed to assess the transcriptional landscape of germinating *A. niger* conidia using both next generation RNA-sequencing and GeneChips. The metabolism of storage compounds during conidial germination was also examined and compared to the transcript levels from associated genes.

**Results:**

The transcriptome of dormant conidia was shown to be highly differentiated from that of germinating conidia and major changes in response to environmental shift occurred within the first hour of germination. The breaking of dormancy was associated with increased transcript levels of genes involved in the biosynthesis of proteins, RNA turnover and respiratory metabolism. Increased transcript levels of genes involved in metabolism of nitrate at the onset of germination implies its use as a source of nitrogen. The transcriptome of dormant conidia contained a significant component of antisense transcripts that changed during germination.

**Conclusion:**

Dormant conidia contained transcripts of genes involved in fermentation, gluconeogenesis and the glyoxylate cycle. The presence of such transcripts in dormant conidia may indicate the generation of energy from non-carbohydrate substrates during starvation-induced conidiation or for maintenance purposes during dormancy. The immediate onset of metabolism of internal storage compounds after the onset of germination, and the presence of transcripts of relevant genes, suggest that conidia are primed for the onset of germination. For some genes, antisense transcription is regulated in the transition from resting conidia to fully active germinants.

## Background

Fungal spores are reproductive structures that are important for both dispersal and survival within harsh environments. Conidia, which are asexual spores, can remain viable for over a year and they begin to germinate as soon as they detect suitable environmental conditions [1]. They possess mechanisms that protect them from ambient stresses. For example, dehydrins are proteins that strongly contribute to resistance against oxidative, osmotic and pH stress and they are highly expressed in dormant conidia [2]. Fungal conidia also produce volatiles that prevent them from untimely germination [3].

The outgrowth of fungal conidia is a key factor in the infection of target organisms by pathogenic fungi as well as in the spoilage of food, emphasizing the need to understand better the transcriptional events during the process of conidial germination. For example, decarboxylation of the food preservative, sorbic acid, is a transcription-dependent and time-dependent activity in developing conidia of *A. niger*[4]. Fungal cells adapt their metabolism in response to environmental nutrient availability and transcripts and proteins present in dormant and germinating conidia reflect, to some extent, the culture conditions [5]. It has also been suggested that dormant conidia exhibit a basal level of metabolism based on detected changes in composition of internal sugars and lipids over storage time [6]. Similarly, dormant ascospores of the budding yeast *Saccharomyces cerevisiae* exhibit essential basal metabolism required for their survival prior to germination [7]. Conidial germination has been studied at the physiological and the molecular levels in various model moulds [1,5,8-10], using proteomic or transcriptomic approaches. The breaking of the dormant state is invariably associated with the processes of water uptake, cell wall remodelling, activation of energy-yielding reactions and biosynthesis of new proteins [1,9]. The presence of oxygen, active mitochondria and a functional respiratory chain are also required [1,11]. *Aspergillus fumigatus* conidia, for example, will not germinate in the absence of water, a degradable carbon source or oxygen [11]. Compatible solutes such as mannitol and trehalose serve as storage carbon sources and give conidia the ability to survive in stress conditions, in elevated temperatures and drought [12,13]. Glycerol and erythritol have been shown to play a role in osmoregulation in *Aspergillus nidulans* and *A. niger* and generate turgor pressure necessary for growth [13,14]. Mannitol and trehalose are known to be degraded during germination [15,16]. Glycerol is the first polyol that disappears during starvation and its biosynthesis occurs during the germination of fungal conidia [13] especially in oxygen-rich environments [12].

*A. niger* has become a useful model in which to study conidial germination due to the availability of published genome sequences [17,18] and well-developed genomic tools. Next generation RNA-sequencing technology (RNA-seq) is a powerful tool for transcriptomic studies. It has been successfully used for improving genome annotations and in investigations of transcriptomes under various conditions in fungi [19,20]. Using this approach, a large number of natural antisense transcripts (NATs) was reported [21]. NATs are RNAs complementary to messenger RNA and they have been identified in many organisms, including fungi, and can regulate gene expression through various mechanisms [21].

In this study, we have used GeneChips to study the transcriptional changes in developing conidia of *A. niger* and showed that most changes occur in the initial period of germination (0-1 h). We then used RNA-seq to study those transcriptional changes in more detail and we have focussed on those transcriptional changes that relate to metabolism and generation of energy.

## Results and discussion

### Functional analysis of differentially-expressed genes

GeneChip measurement of transcript levels in freshly harvested dormant conidia (T0) and at 1, 2, 4 and 6 h after inoculation into liquid ACM (T1-T6) showed that transcripts from 20% to 40% of the 14,259 genes represented on the array [17] had a present call at each time point (Additional file 1). Fold-changes in transcript levels were calculated for each time point relative to that directly preceding it (T0-T1, T1-T2, T2-T4, T4-T6) (Additional file 2). Figure 1 shows the number of genes having significantly different transcript levels between samples from adjacent time points and Table 1 lists example genes, based around functionality of encoded proteins in metabolism, that had transcript levels at least two-fold different between each pair of time points. The transcriptional changes occurring during this initial breaking of dormancy were far more wide-ranging than at any other stage within the time course with T1-T2, T2-T4 and T4-T6 transitions.

**Figure 1:**
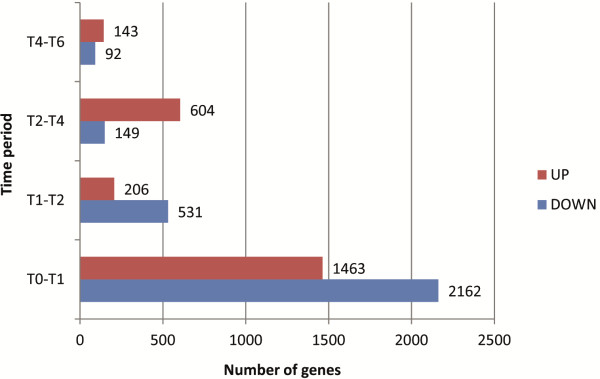
**Numbers of differentially expressed genes.** Numbers of *A. niger* genes having significantly different transcript levels represented by fold-change ≥ 2 between samples from adjacent time-points (0-6 h, T0 – T6) using Gene Chip data. UP – increased transcript levels, DOWN – decreased transcript levels.

**Table 1:** Selection of differentially expressed genes at T0-T1 generated by GeneChips and RNA-seq

**Gene**	**Verified/putative function**	**Fc**^**1**^**↑up/↓down**	**RPKM T0**	**RPKM T1**	**RPKM Fc ↑up/↓down**
	**Gluconeogenesis/glyoxylate cycle**				
An04g05300	fructose bisphosphatase (*A. nidulans acuG*)	↓ 31.39	71.07	11.66	↓ 6.09
An11g02550	phosphoenolpyruvate carboxykinase (*A. nidulans acuF*)	↓ 80.62	37.27	2.88	↓ 12.94
An01g09270	isocitrate lyase (*A. nidulans acuD*)	↓ 20.47	627.18	93.74	↓ 6.69
An15g01860	malate synthase (*A. nidulans acuE*)	↓ 40.61	28.52	3.68	↓ 7.75
An12g01990	acyl-CoA synthetase	↓ 2.04	16.85	3.29	↓ 5.12
An07g09190	acyl-CoA synthetase	↓ 6.07	23.8	10.77	↓ 2.20
An08g04990	carnitine acetyl transferase (*A. nidulans facC*)	↓ 20.74	107.81	10.2	↓ 10.56
An08g06580	*facB*, acetate regulatory DNA binding protein	↓ 2.09	16.27	0.99	↓ 16.43
	***Metabolism of alternative carbon sources***				
An13g00480	triacylglycerol lipase	↓ 17.13	10.83	0.36	↓ 30.08
An09g05120	triacylglycerol lipase	↓ 5.09	11.84	0.81	↓ 14.62
An02g04680	lipase	↓ 4.93	19.39	4.46	↓ 4.35
An07g04200	triacylglycerol lipase	↓ 3.32	123.82	6.02	↓ 20.57
An18g06580	triacylglycerol lipase	↓ 3.21	58.96	3.63	↓ 16.24
An16g05570	aspartate aminotransferase	↓ 11.93	31.74	1.9	↓ 16.70
An14g01190	arginase	↓ 4.86	37.15	1.4	↓ 26.53
An15g03260	threonine aldolase*	↓ 2.09	9.41	8.47	↓ 1.11
	***Fermentation/glycolysis***				
An02g06820	pyruvate decarboxylase	↓ 17.56	111.28	6.39	↓ 17.41
An08g01520	alcohol dehydrogenase	↓ 194.72	247.83	2	↓ 123.91
An12g09950	alcohol dehydrogenase	↓ 118.28	92.97	0.62	↓ 149.95
An04g02690	alcohol dehydrogenase	↓ 35.46	163.73	21.91	↓ 7.47
An17g01530	*adhA*, alcohol dehydrogenase	↓ 21.35	71.04	5.21	↓ 13.63
An09g03140	alcohol dehydrogenase	↓ 11.59	132.35	3.76	↓ 35.19
An16g05420	glucose-6-phosphate isomerase	↓ 11.61	23.29	2.44	↓ 9.54
An02g14380	*hxkA*, hexokinase	↓ 6.26	24.59	5.16	↓ 4.76
An18g01670	*pfkA*, 6-phosphofructokinase	↓ 64.25	42.44	12.52	↓ 3.38
An02g07470	fructose-bisphosphate aldolase	↓ 22.15	242.31	13.33	↓ 18.17
An08g02260	*pgkA*, phosphoglycerate kinase	↓ 19.01	32.17	15.68	↓ 2.05
An02g03830	*creA*, catabolite repressor	↑ 2.57	4.43	30.22	↑ 6.82
An02g03540	hexose transport protein	↑ 42.48	33.08	523.81	↑ 15.83
	***GABA shunt***				
An10g00090	glutamate dehydrogenase	↓ 89.12	246.31	3.87	↓ 63.64
An15g04770	glutamate decarboxylase	↓ 63.83	62.34	2.3	↓ 27.10
An08g08840	glutamate decarboxylase	↓ 5.74	16.85	3.14	↓ 5.36
An17g00910	GABA transaminase	↓ 4.63	7.63	0	n/a
An14g02870	succinic semialdehyde dehydrogenase	↓ 31.91	274.43	2.34	↓ 117.27
	***TCA cycle***				
An08g05580	isocitrate dehydrogenase	↑ 2.71	10.85	69.17	↑ 6.37
An18g06760	isocitrate dehydrogenase	↑ 3.17	55.23	354.46	↑ 6.41
An04g04750	oxoglutarate dehydrogenase	↑ 2.23	22.9	109.76	↑ 4.79
An17g01670	succinyl-CoA synthetase	↑ 5.36	24.29	128.98	↑ 5.31
	***Metabolism of internal carbohydrates***				
An01g09290	neutral trehalase (*A. nidulans treB*)	↓ 5.01	719.2	58.5	↓ 12.29
An08g10510	*tpsA*, trehalose-6-phosphate synthase	↓ 48.49	124.99	2.69	↓ 46.46
An07g08710	*tpsB*, trehalose-6-phosphate synthase	↓ 2.00	22.52	12.47	↓ 1.80
An11g10990	trehalose-6-phosphate phosphatase	↓ 2.82	73.39	39.34	↓ 1.86
An03g02430	mannitol dehydrogenase	↓ 14.61	74.76	31.38	↓ 2.38
An02g05830	*mpdA*, mannitol-1-phosphate dehydrogenase	↓ 2.96	34.05	6.03	↓ 5.64
An04g04890	glycerol kinase	↓ 24.53	209.95	50.67	↓ 4.14
An08g00210	glycerol-3-phosphate dehydrogenase	↓ 16.76	80.42	25.23	↓ 3.18
An14g04920	*tpiA*, triose-phosphate-isomerase	↓ 29.26	72.81	4.87	↓ 14.95
An16g01830	*gpdA*, glyceraldehyde-3 phosphate dehydrogenase	↓ 14.75	107.99	19.98	↓ 5.40
An07g05790	osmoregulator (*S. cerevisiae SGD1*)	↑ 11.18	3.14	96.62	↑ 30.7
	***Nitrogen metabolism***				
An14g02720	neutral amino acid transporter	↑ 13.44	3.02	313.74	↑ 103.89
An15g07550	neutral amino acid transporter	↑ 2.59	32.67	398.48	↑ 12.20
An16g05880	neutral amino acid transporter	↑ 37.51	14.66	907.29	↑ 61.89
An03g05360	neutral amino acid transporter	↑ 3.97	5.05	127.9	↑ 25.33
An04g09420	neutral amino acid transporter	↑ 58.88	0	126.15	n/a
An17g00860	translation initiation factor (*A. fumigatus cpcC*)	no change^2^	45.91	60.85	↑ 1.32
An01g07900	*cpcA*, transcription factor	↑ 3.55	18.59	123.24	↑ 6.62
An01g08850	transcription factor (*A. nidulans cpcB*)	↑ 3.86	23.52	530.23	↑ 22.54
An11g06180	transcription factor (*A. nidulans prnA*)	↑ 2.59	20.6	101.93	↑ 4.94
An11g06160	proline oxidase (*A. nidulans prnD*)	↑ 5.49	25.16	248.82	↑ 9.88
An11g06150	proline permease (*A. nidulans prnB*)	↑ 2.10	0	9.34	n/a
An11g06140	proline utilisation protein (*A. nidulans prnC*)	↑ 3.67	1.68	70.97	↑ 42.24
An12g08960	*areA*, transcription factor	no change^2^	23.9	12.21	↓ 1.95
An11g00450	nitrate transport protein	↑ 79.28	8.41	909.98	↑ 108.20
An08g05610	*niaD*, nitrate reductase	↑ 5.51	2.19	22.31	↑ 10.18
An08g05640	*niiA*, nitrite reductase*	↑ 2.61	7.34	7.97	↑ 1.08
An18g02330	transcription factor (*A. nidulans nirA*)	present T0, absent T1	45.17	15.7	↓ 2.88
An04g00990	*gdhA*, NADP-dependent glutamate dehydrogenase	↑ 9.61	48.66	1066.53	↑ 21.91
An03g05590	uracil transporter	↑ 28.54	14.71	384.05	↑ 26.11
An11g04340	uracil transporter	↑ 9.43	2.43	28.05	↑ 11.54
An07g01950	uracil transporter (*A. nidulans uapC*)	↓ 8.95	69.95	1.51	↓ 46.32
An01g08050	*uaY,* transcription factor	↓ 5.75	57.87	15.15	↓ 3.82
An14g03370	allantoinase*	↑ 27.48	7.64	16.23	↑ 2.12
	***Mitochondria/respiration***				
An12g01480	Aminoacyl-tRNA biosynthesis	↑ 2.85	20.41	36.35	↑ 1.78
An08g02450	ATP synthase complex assembly	↑ 2.63	4.82	51.51	↑ 10.69
An15g01710	*atp7*, F1Fo-ATP synthase	↑ 2.29	31.59	265.5	↑ 8.40
An01g10880	F1Fo-ATP synthase	↑ 4.53	13.27	427.48	↑ 32.21
An11g04370	cytochrome b5	↑ 65.60	4.32	84.98	↑ 19.67
An02g04330	cytochrome C oxidase	↑ 5.29	0.72	140.73	↑195.46
An08g08720	cytochrome C peroxidase	↑ 11.09	11.03	148.09	↑13.43
An14g00240	holocytochrome-c synthase	↑ 2.50	16.53	48.96	↑ 2.96
An02g12620	mitochondrial respiratory chain complex IV	↑ 5.93	25.57	238.28	↑ 9.32
An08g04150	mitochondrial ribosomal protein	↑ 9.46	7.78	316.39	↑ 40.67
An15g05790	mitochondrial RNA polymerase	↑ 2.56	122.85	236.49	↑ 1.93
An04g02550	mitochondrial translation elongation factor	↑ 33.29	13.97	1080.27	↑ 77.33
An01g10190	mitochondrial transport protein	↑ 41.01	14.25	555.87	↑ 39.01
An08g04240	NADH:ubiquinone reductase	↑ 16.45	4.44	470.4	↑ 105.94
An02g12510	plasma membrane H(+)-ATPase pmaA	↑ 65.65	24.33	1271.65	↑ 52.27
An04g05220	ubiquinol-cytochrome C reductase	↑ 2.95	13.09	213.13	↑ 16.28

Fc^1^ = Fold change based on GeneChip data.

No change^2^ = fold change < 2.

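The combined values can be rebuilt from the counts of the A and B libraries of each time point. Of the 88 genes of Table 1, 84 have a gene model in the deposited tables, and the ratio of the RPKM computed from the summed counts to the value printed in Table 1 had a median of 1.04 at T0 and 1.03 at T1. An14g03370, An18g02330 and 4 other genes that the paper names have no gene model there and were not analysed here.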

The RPKM values shown are from the combined mapping scores of two distinct biological samples at each time point. Three statistical significance tests were applied to changes in gene expression measured by RNA-seq, the Likelihood Ratio Test [53], Fisher’s Exact Test [54], and an MA-plot-based method with Random Sampling model [52]. 

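Fisher's exact test was repeated on the counts summed over both libraries of each time point, and it compares the sequenced libraries rather than the conditions. Of the 84 genes of Table 1 with a gene model, 81 had an exact p (two-sided) under 0.001. The other 3 were An15g03260 (exact p = 0.689), An08g05640 (exact p = 0.628) and An15g01860 (exact p = 0.0126). The likelihood ratio test and the MA-plot-based method were not repeated here.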

All changes in gene transcription, between T0 and T1, listed for RNA-seq data scored a p-value of < 0.001 for all three statistical tests, other than those genes highlighted with a *.

To explore transcriptional changes during the first hour of germination in more detail we then used RNA-seq. 

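RNA was taken from dormant conidia (T0), which had formed for 6 days at 28°C, and from conidia germinated for 1 h in liquid medium (T1), with 2 libraries (A and B) for each time point. After depletion of ribosomal RNA the libraries were sequenced on the SOLiD platform, and the authors counted reads on each gene model of the ATCC strain with LifeScope, from primary alignments. They deposited, for each library and gene model, this raw count together with an RPKM value, the count divided by exon length in kilobases and by the number of mapped reads in units of 1000000. The deposited tables hold 11197 gene models, of which 9870 carry an identifier of the CBS strain. Total counts were 1096391 and 1113964 in the T0 libraries and 2548579 and 2664312 in the T1 libraries. At this depth 3 counts correspond to between 1.13 and 2.74 counts per 1000000 (CPM), and intervals based on counts cover counting error only. Gene models at 0 numbered 3568 and 3451 at T0, and 3742 and 3705 at T1. The counts were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. In the values that follow, RPKM is given as the mean ± SD of the 2 libraries of a time point (n = 2), and a positive log2 fold change means a higher transcript level at T1.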

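The paper describes the 2 libraries of a time point as technical replicates here and in its methods, and as distinct biological samples in the legend of Table 1, so their independence is not known and p-values that treat them as replicates carry that uncertainty. Pearson's r of log2 CPM was taken across the 5873 gene models tested by edgeR, which are not independent replicates. It was 0.933 between T0 A and T0 B and 0.979 between T1 A and T1 B, against 0.255 between T0 A and T1 A. Counts differed between A and B by more than sampling noise alone, with a chi-square per degree of freedom of 5.83 over 4547 gene models at T0 and 11.8 over 4867 gene models at T1. The biological coefficient of variation estimated by edgeR was 0.175.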

The RNA-seq results shown are from two separate technical replicates, and we also show the combined mapping scores of those two samples at each time point (Additional file 3). 42.3% (6519 genes) of genes in the combined genome model showed changes (fold-change ≥ 2 using RPKM values) in transcription at T0-T1 which represents approximately 20% more genes than shown by GeneChips. 

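The same rule was applied to the 11197 gene models of the deposited tables, with RPKM computed from the counts of both libraries summed. A ratio was defined for 7384 models with counts at both time points, and 5561 of them, 49.7% of all models, changed at least 2-fold. Another 1128 models had counts only at T0 and 855 only at T1. Without replicates entering the ratio, this rule involves no test.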

A total of 2626 genes increased their transcript levels and 3893 genes decreased their transcript levels during the first hour of germination. 

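By the 2-fold rule, 2310 gene models increased and 3251 decreased from T0 to T1. The largest effect came from requiring at least 10 counts in every library, which left 1049 increased and 1047 decreased. With edgeR, 5873 gene models passed the filter on low counts, of which 2269 increased and 2322 decreased at an adjusted p under 0.05, 78.2% of those tested. Requiring at least 10 counts in every library lowered these numbers to 1219 increased and 1205 decreased, and Fisher's exact test on summed counts, which ignores the spread between replicates, gave 2683 increased and 3766 decreased. With the replicate letter as a block, 2187 increased and 2155 decreased. This pairing is taken from the sample labels, and deviations of same-lettered libraries were not correlated (r = -0.0235). The median log2 fold change was 2.81 among increased and -3.29 among decreased gene models. Among gene models with at least 10 counts in every library, the largest increases were those of An11g00450 (log2 fold change 6.89), An02g12640 (6.42), An04g02550 (6.40), An16g03330 (6.37) and An03g04280 (6.36). The order of these increases is not firm. With 1 library left out, the log2 fold change ran from 5.57 to 8.30 for An16g03330 and from 5.75 to 7.59 for An04g02550. The largest decreases were those of An03g01760 (-7.89), An14g05550 (-7.67), An19g00210 (-7.66), An12g01460 (-7.61) and An16g05070 (-7.60), with edgeR adjusted p-values between 1.12e-09 and 2.67e-07 over these 10 genes.

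**Figure D1:**
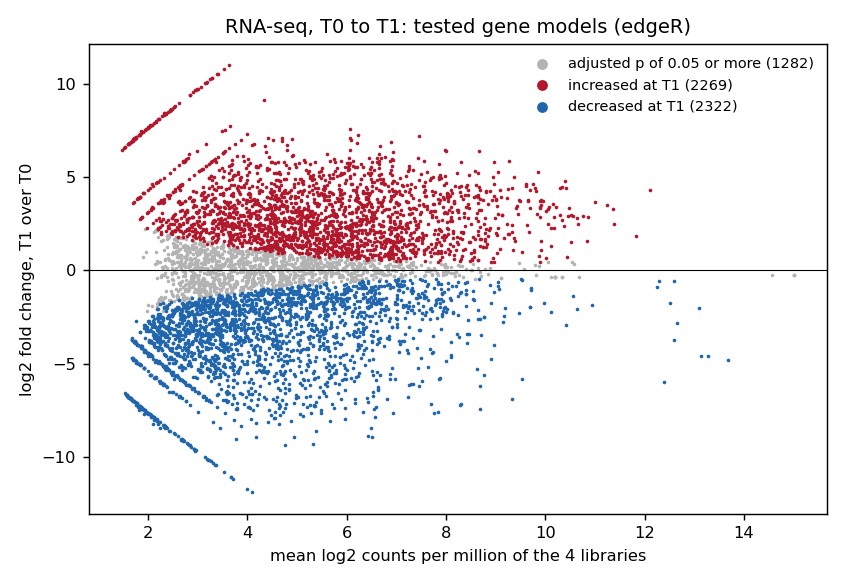
Log2 fold change from T0 to T1 (vertical axis) against the mean log2 CPM of the 4 libraries (horizontal axis) for the 5873 gene models tested with edgeR, 1 point each, red where increased (2269) and blue where decreased (2322) at an adjusted p under 0.05. The points on straight lines at the left are gene models with few or no counts at one time point.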

The decreased transcript level gene set was enriched mainly for genes from the KEGG categories of protein degradation, fatty acid metabolism, peroxisome and glycolysis/gluconeogenesis (Figure 2, Additional file 3). The increased transcript level gene set was enriched for the categories of oxidative phosphorylation, RNA processing and protein synthesis (Figure 3, Additional file 3). 

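Additional file 4 names the genes behind each enriched term, and its copy used here lists up to 36 genes per term. Since only genes already called changed are listed, the values of these lists describe the size of the changes and are no test of enrichment. Enrichment itself was not tested here, because no table of gene descriptions covered enough of the tested genes.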

Gene ontology enrichment analysis was also performed using RNA-seq data and the results are presented in Additional file 4. Amongst genes that were induced at the breaking of dormancy were those encoding functions in cellular metabolic processes reflecting the need of the cell for major metabolic and cellular reorganisations. 

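Among the genes listed for the increased set, those increased at an edgeR adjusted p under 0.05 were 33 of 33 tested genes of ribosome biogenesis (median log2 fold change 4.08), 32 of 32 tested genes of translation (median log2 fold change 3.58), 25 of 25 tested genes of tRNA aminoacylation for protein translation (median log2 fold change 3.32) and 34 of 34 tested genes of RNA processing (median log2 fold change 3.79). For cellular nitrogen compound metabolic process, 34 of 36 tested genes increased, with a median log2 fold change of 2.92.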

Protein biosynthesis, nitrogen metabolism and metabolism of RNA represented major functional classes encoded by induced genes. 

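Of the genes listed for these functions, 20 of 20 tested genes of oxidative phosphorylation (median log2 fold change 3.18) increased at an edgeR adjusted p under 0.05, as did 33 of 33 tested genes of cellular respiration (median log2 fold change 2.81) and 34 of 34 tested genes of mitochondrial ribosome (median log2 fold change 4.44). Median RPKM of the oxidative phosphorylation list was 16.7 at T0 and 137 at T1.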

Respiration and mitochondrial metabolism also constituted a large group of functionalities encoded by up-regulated genes suggesting that respiration and functional mitochondria are necessary for germinating conidia. GO enrichment analysis on the down-regulated genes included genes involved in protein degradation, autophagy, carbohydrate metabolism and response to stress.

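In the lists for decreased genes, an edgeR adjusted p under 0.05 was reached by 34 of 34 tested genes of proteasome complex (median log2 fold change -3.84), 21 of 22 tested genes of autophagy (median log2 fold change -3.13), 28 of 30 tested genes of carbohydrate metabolic process (median log2 fold change -2.97) and 23 of 25 tested genes of response to stress (median log2 fold change -2.61). The proteasome list fell from a median of 43.4 RPKM at T0 to 2.38 RPKM at T1.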

**Figure 2:**
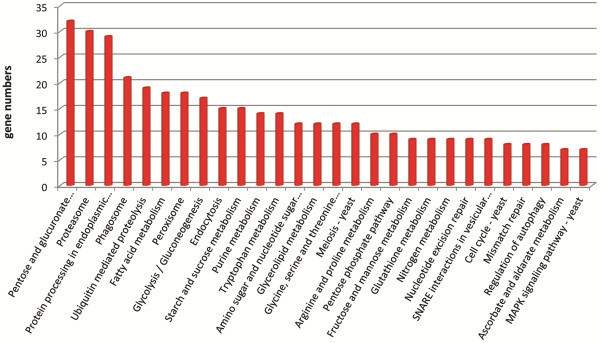
**KEGG categories of down-regulated genes.** KEGG categories of *A. niger* genes having transcripts present at higher abundance in dormant conidia (T0, zero hours) than in conidia germinated for 1 hour (T1) using RNA-seq data.

**Figure 3:**
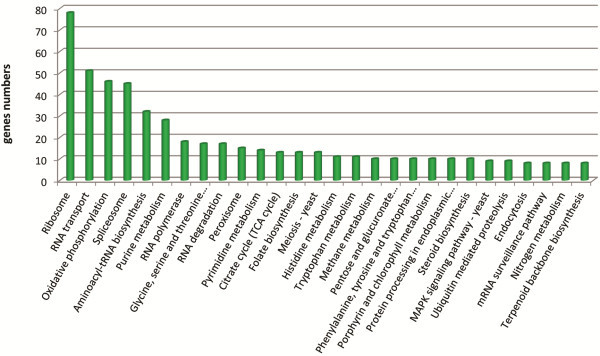
**KEGG categories of up-regulated genes.** KEGG categories of *A. niger* genes showing increased transcript levels at breaking of dormancy (T1, 1 h after germination start) compared to dormancy (T0, zero hours) using RNA-seq data.

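Additional file 2 lists GeneChip probe sets with a change of at least 2-fold, and 2765 genes from these lists also had a defined RPKM ratio. Across these genes, which are not independent replicates, R² of the signed linear fold changes was 0.226 and Spearman's rho was 0.868. The scale of the fold changes moved this value most, and with log2 fold changes R² was 0.784.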

The fold-changes in gene transcription observed either by GeneChips or by RNA-seq showed some correlation (R^2^ = 0.2367) although there were many outliers (Figure 4). The vast majority of genes showed the same pattern of transcription in terms of increased or decreased transcript levels even though the fold-change values varied between the methods for individual transcripts (Additional file 5). 

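Of the 2765 genes with both values, 2630 (95.1%) changed in the same direction on the GeneChips and in the RPKM ratio. By list, 1074 of the 1106 genes increased on the GeneChips and 1556 of the 1659 decreased there had the same direction in RNA-seq. Restricting the comparison to genes with an edgeR adjusted p under 0.05 moved the share most, to 98.1%, with 44 of 2307 genes changing in the opposite direction. The GeneChips were hybridized with 1 replicate per time point, so their number limits the precision of this comparison.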

Transcript levels measured using RNA-seq have previously been shown to correlate more accurately with protein levels than those measured using microarrays [22].

**Figure 4:**
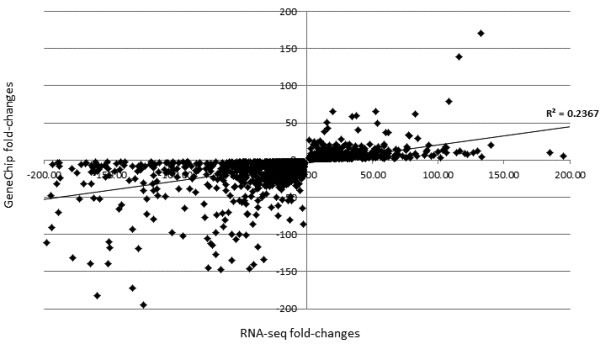
**Correlation of differential gene expression between GeneChips and RNA-seq.** A scatter plot of transcript levels measured with GeneChips and RNA-seq for 5500 genes from developing conidia at T0-T1.

Dormant conidia showed the most divergent transcript profile in comparison to other examined time points as was also shown by van Leeuwen *et al.*[10] who studied transcriptomes of dormant and germinating (T2-T8) conidia of *A. niger* using Affymetrix GeneChips. We refer throughout to relative transcript levels but we cannot directly infer changes in transcription or turnover of mRNA. Even so, it is highly likely that levels of transcription, and turnover of mRNA, in dormant conidia will be much lower than in germinating conidia. Indeed, the transcripts in dormant conidia may simply be inactive hangovers from the process of conidiation. More interestingly, they may also have some functionality, for example in providing low level maintenance in dormant conidia. Despite these considerations, the major changes in transcripts that are presented, especially during the T0-T1 stage of germination, strongly indicate changes in transcription that support the process of germination. 

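The size of the changes can be read from the 84 genes of Table 1 with a gene model. All 84 had an RPKM difference in the direction that the table gives, 3 of them with no count at one time point and so without a ratio, and 80 of the 84 also had an edgeR adjusted p under 0.05. Leaving out 1 library at a time left 83 in that direction in each of the 4 cases. Table 1 was made from the same 4 libraries, and it lists examples of changed genes. The agreement in direction was therefore fixed in advance and is no independent support. Across tested gene models the median size of edgeR's log2 fold change from T0 to T1 was 2.38. The median difference in log2 CPM was 0.39 between the T0 libraries and 0.28 between the T1 libraries. These differences use a prior count of 2, which shrinks them at low counts, so they are not on the scale of the fold change. The paper reasons that transcripts of dormant conidia may be inactive remnants of conidiation or have a function in maintenance, and it cautions that transcription and turnover of mRNA cannot be inferred directly. It nevertheless takes the major changes from T0 to T1 as a strong indication of changes in transcription that serve germination.

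**Figure D2:**
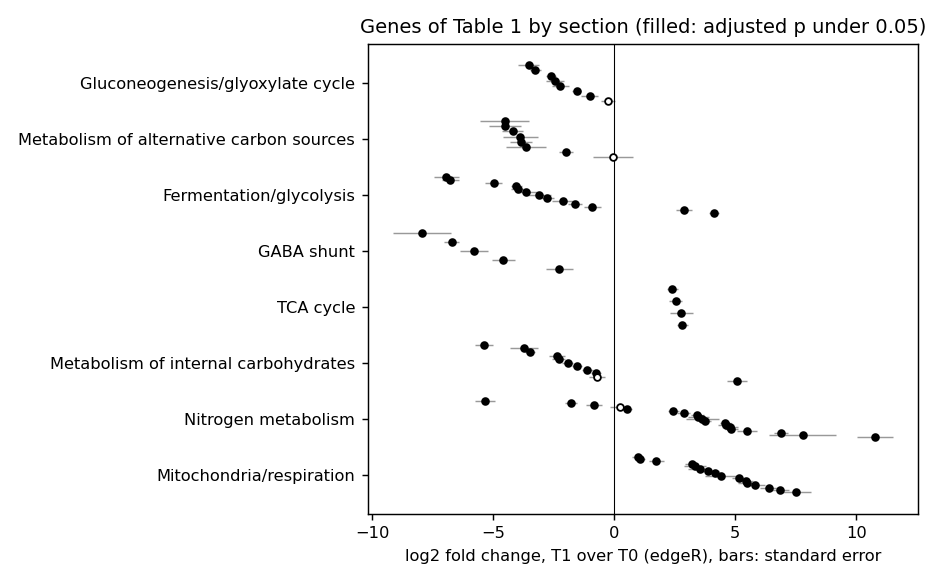
Log2 fold change from T0 to T1 of each gene of Table 1 with a test in edgeR, by section of the table, with bars for the standard error and filled points for an adjusted p under 0.05. All 4 genes of the TCA cycle and all 16 of the mitochondrial section lie to the right of 0, and all 5 genes of the GABA shunt lie to the left.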

The data presented focus on changes in transcript levels from genes encoding functions related to energy and nitrogen metabolism.

### Transcriptional changes relevant to carbon metabolism

An important feature of fungal metabolism is the ability to catabolise a wide range of substrates as carbon sources. Expression of the genes involved in metabolism varies according to the structures of the available substrates. When no preferred carbohydrate is available (e.g. glucose) cells can use alternative sources of energy and change their metabolism accordingly. Our data showed that dormant conidia of *A. niger* contain transcripts of genes encoding enzymes of gluconeogenesis. 

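The 8 genes of the section on gluconeogenesis and the glyoxylate cycle in Table 1 had a median of 60.6 RPKM at T0 and 11.6 RPKM at T1. Their log2 fold changes ran from -3.53 to -0.26, and 7 of them decreased at an edgeR adjusted p under 0.05. The exception was An15g01860.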

Gluconeogenesis is a complex metabolic process, whereby the cell can generate glucose from non-carbohydrate carbon substrates when carbohydrates are not available. 

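Fructose-1,6-bisphosphatase (An04g05300) had 73.6 ± 20.6 RPKM at T0 and 12.1 ± 3.95 RPKM at T1 (log2 fold change -2.46, SE 0.36, edgeR adjusted p = 4.99e-05). Its gene model lies on chromosome arm 6_2, from 1325286 to 1326722, and received 77 and 120 counts at T0 and 46 and 31 at T1. Phosphoenolpyruvate carboxykinase (An11g02550) had 38.9 ± 8.38 RPKM at T0 and 3.00 ± 1.65 RPKM at T1 (log2 fold change -3.53, SE 0.44, edgeR adjusted p = 1.03e-05), from 86 and 66 counts at T0 and 19 and 9 at T1 on chromosome arm 7_1 from 682536 to 685073. Both differences were larger than the spread between the libraries of a time point.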

The transcript levels of key genes involved in gluconeogenesis, such as those encoding fructose-1,6-bisphosphatase (An04g05300, homologous to *A. nidulans acuG*) and phosphoenolpyruvate carboxykinase (An11g02550, homologous to *A. nidulans acuF*) were higher in dormant conidia than in germinated ones (Figure 5).

**Figure 5:**
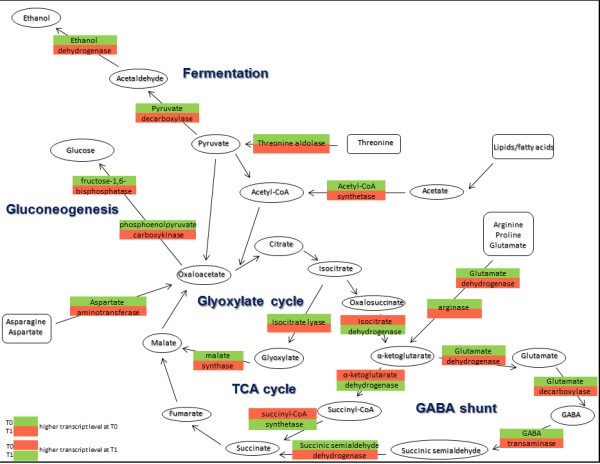
**Model of carbon metabolism.** Selected pathways of carbon metabolism, with an emphasis on the wider aspects of gluconeogenesis, reconstructed from RNA-seq detected changes during the first hour of germination of *A. niger* conidia. Glycolysis is not included but all relevant transcript levels decreased in the transition from T0 (zero hours) to T1 (1 h germination) (Table 1). The green colour represents relatively higher transcript levels in comparison to red colour. The upper color in each rectangle represents dormant conidia (T0), and the bottom colour represents conidia germinated for 1 hour (T1).

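Table 1 lists glycolytic genes whose log2 fold changes were -3.10 for An16g05420, -2.11 for An02g14380, -1.63 for An18g01670, -4.04 for An02g07470 and -0.91 for An08g02260. The largest of these decreases, in fructose-bisphosphate aldolase, took An02g07470 from 252 ± 3.91 RPKM to 13.7 ± 1.82 RPKM (edgeR adjusted p = 1.03e-08). Phosphoglycerate kinase An08g02260 changed least, from 33.5 ± 0.431 to 16.0 ± 2.50 RPKM, with an edgeR adjusted p of 0.0267. For this gene the adjusted p was above 0.05 with DESeq2 (log2 fold change -1.01), without the filter on low counts (-0.79) and with the replicate letter as a block (-0.91).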

Lipid-derived fatty acids, acetate and glucogenic amino acids can serve as gluconeogenic substrates. Fatty acids can be degraded via β-oxidation to acetate which, together with the glycerol backbone of membrane and storage lipids, can serve as substrates for gluconeogenesis. 

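Log2 fold changes of the lipase genes in Table 1 were -4.54 for An13g00480, -3.66 for An09g05120, -4.20 for An07g04200 and -3.87 for An18g06580, and transcripts of An02g04680 fell by 2.00 log2 units, with edgeR adjusted p-values between 2.21e-06 and 0.00141. The highest transcript level at T0 was that of An07g04200, at 128 ± 21.9 RPKM, which fell to 6.33 ± 5.67 RPKM at T1. An13g00480 and An09g05120 rest on few counts, with 17 and 8 counts for the former and 28 and 9 for the latter at T0.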

Putative lipases which may possibly participate in the degradation of lipids and fatty acids exhibited higher transcript levels in dormant conidia than in T1 germinants. 

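Peroxisomes or peroxins are named in gene descriptions for 16 genes. The descriptions searched were the GeneChip lists of Additional file 2, the values of Additional file 3 and the list of increased genes in Additional file 5. The first and last of these hold changed genes only, so the 16 do not represent all peroxisomal genes. Over all 16 the median was 20.3 RPKM at T0 and 22.8 RPKM at T1. The 14 that edgeR tested had a median of 30.0 RPKM at T0 and 23.5 RPKM at T1, where the median of all tested genes was 20.0 and 17.3 RPKM. Among the 14, 7 decreased and 3 increased at an adjusted p under 0.05. The highest was An04g05720, a peroxisomal acetyl-CoA C-acyltransferase, with 331 ± 17.2 RPKM at T0 and 83.4 ± 5.13 RPKM at T1.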

Peroxisomes are organelles where degradation of fatty acids occurs and peroxisomal gene transcripts were present in relatively high abundance in the dormant conidial transcriptome. Acetate in the form of acetyl-CoA is transferred to peroxisomes and mitochondria via acetyl-carnitine and metabolised via the glyoxylate cycle or citric acid cycle, respectively. The transcript level from the putative carnitine O-acetyltransferase gene (An08g04990, *A. nidulans facC*) was lower in T1 germinated conidia compared to that in dormant conidia. 

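The carnitine O-acetyltransferase gene (An08g04990) had 112 ± 3.72 RPKM at T0 and 10.4 ± 1.08 RPKM at T1 (log2 fold change -3.27, SE 0.23, edgeR adjusted p = 4.68e-08), with 267 and 292 counts at T0 against 56 and 70 at T1.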

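The acyl-CoA synthetase gene (An12g01990) had 17.5 ± 0.134 RPKM at T0 and 3.34 ± 1.30 RPKM at T1 (log2 fold change -2.23, SE 0.34, edgeR adjusted p = 6.16e-05). For An07g09190 the values were 24.8 ± 0.813 and 11.0 ± 0.856 RPKM (log2 fold change -1.01, SE 0.36, edgeR adjusted p = 0.0199), and its adjusted p was above 0.05 without the filter on low counts (log2 fold change -0.89) and with the replicate letter as a block (-1.01, paired by the labels).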

Transcripts of An12g01990 and An07g09190 genes encoding putative acyl-CoA synthetases which catalyze the attachment of free fatty acids to coenzyme A in the cytoplasm were more abundant in dormant conidia. The glyoxylate cycle bypasses the steps of the citric acid cycle where carbon is released in the form of CO_2_. It forms an alternative pathway where isocitrate is converted to malate but without production of NADH. 

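Isocitrate lyase (An01g09270) had 651 ± 83.6 RPKM at T0 and 95.9 ± 12.4 RPKM at T1 (log2 fold change -2.62, SE 0.21, edgeR adjusted p = 1.58e-07). Malate synthase (An15g01860) had 47.5 ± 8.58 RPKM at T0 and 35.6 ± 8.81 RPKM at T1 (log2 fold change -0.26, SE 0.28, edgeR adjusted p = 0.417), with 83 and 67 counts at T0 and 108 and 166 at T1. The difference for malate synthase was of the size of the spread between libraries. The ratio of its combined RPKM at T0 to that at T1 was 1.32, with 1.82 for the A libraries alone and 0.991 for the B libraries alone. The paper's GeneChip data give malate synthase a large decrease, which these counts do not show.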

Transcripts from genes coding for the enzymes isocitrate lyase (An01g09270, *A. nidulans acuD*) and malate synthase (An15g01860, *A. nidulans acuE*) were more prevalent in dormant conidia than in conidia at T1. Transcript levels of An08g06580 encoding FacB, the transcriptional regulator of acetate metabolism [23] which plays a role in the de-repression of gluconeogenic enzymes [24], were also more highly represented in dormant conidia than in T1 germinants. It has previously been shown that carbon starvation induces conidiation in *A. niger*[25]. 

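The facB gene (An08g06580) had 187 ± 21.4 RPKM at T0 and 56.8 ± 4.23 RPKM at T1 (log2 fold change -1.56, SE 0.19, edgeR adjusted p = 7.47e-06), from 497 and 441 counts at T0 and 349 and 339 at T1. It lies on chromosome arm 8_2 from 1568040 to 1570904. Its combined RPKM was 3.29 times as high at T0 as at T1.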

When no preferred carbohydrate is present in the environment, cells can use alternative sources of energy and change their metabolism accordingly. Lipids, as potential alternative energy sources, and the presence of isocitrate lyase were detected in dormant *A. fumigatus* conidia [5,26].

Amino acids released from proteins may serve as a free pool of building blocks for new proteins, or as sources of carbon and nitrogen. 

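Aspartate aminotransferase (An16g05570) had 32.8 ± 12.3 RPKM at T0 and 2.02 ± 2.47 RPKM at T1 (log2 fold change -3.88, SE 0.71, edgeR adjusted p = 2.83e-04) and arginase (An14g01190) had 38.4 ± 14.3 RPKM at T0 and 1.44 ± 0.0778 RPKM at T1 (log2 fold change -4.53, SE 0.67, edgeR adjusted p = 5.16e-05). Threonine aldolase (An15g03260) stood at 9.74 ± 3.01 RPKM at T0 and 8.43 ± 9.64 RPKM at T1, where its libraries held 4 and 41 counts, and no change was detectable at this depth (log2 fold change -0.06, SE 0.83, edgeR adjusted p = 0.951). Its direction changed without the filter on low counts and when either T0 B or T1 A was left out. Glutamate dehydrogenase An02g14590 had 69.4 ± 2.52 RPKM at T0 and 60.6 ± 3.59 RPKM at T1, with no detectable change (log2 fold change -0.04, SE 0.18, edgeR adjusted p = 0.847), and its direction also changed without that filter.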

Several genes that encode enzymes involved in the conversion of glucogenic amino acids into pyruvate or citric acid cycle intermediates had transcripts within the dormant conidia: An15g03260 encodes threonine aldolase that converts threonine to pyruvate, An16g05570 encodes a putative aspartate aminotransferase that may lead to production of oxaloacetate, An02g14590 encodes glutamate dehydrogenase which generates α-ketoglutarate, and An14g01190 encodes arginase which is a component of the arginine catabolic pathway (Figure 5). These products could then serve as precursors for gluconeogenesis.

Transcripts of genes encoding enzymes involved in fermentative metabolism were also detected in dormant conidia. 

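The transcripts concerned are those of 1 pyruvate decarboxylase and 5 alcohol dehydrogenase genes in Table 1, which ranged at T0 from 74.0 ± 7.21 RPKM for An17g01530 to 257 ± 32.8 RPKM for An08g01520.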

During fermentation, pyruvate is metabolised via acetaldehyde to ethanol. 

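Pyruvate decarboxylase An02g06820 fell from 116 ± 28.7 to 6.56 ± 0.184 RPKM (log2 fold change -3.98, SE 0.28, edgeR adjusted p = 5.84e-08). Log2 fold changes of the alcohol dehydrogenase genes were -6.77 for An08g01520, -6.94 for An12g09950, -2.77 for An04g02690, -3.64 for An17g01530 and -4.99 for An09g03140, with edgeR adjusted p-values between 5.81e-09 and 5.92e-06.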

Transcripts from genes coding for putative pyruvate decarboxylases and ethanol dehydrogenases (Table 1) involved in ethanol production were represented in dormant conidia. In dormant conidia of *A. fumigatus*, transcripts and active proteins of fermentative metabolism have previously been reported [1,5]. As mentioned previously, caution is required in interpreting such information because the transcripts detected may be remnants of this metabolic pathway from the process of conidiation.

The GABA shunt bypasses the TCA cycle, contributes to glutamate formation and possibly prevents NADH accumulation in case of limited capacity to use oxygen or when terminal electron acceptors such as oxygen are not available [27]. In *A. nidulans,* this metabolic pathway is active during fermentative growth [28]. Transcripts from genes encoding putative glutamate dehydrogenase (An10g00090), glutamate decarboxylases (An15g04770, An08g08840), GABA transaminase (An17g00910), and succinic semialdehyde dehydrogenase (An14g02870) had relatively high levels in dormant conidia in comparison to T1 germinating conidia (Table 1). 

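All 5 genes of the GABA shunt decreased, with log2 fold changes of -5.80 for An10g00090, -4.59 for An15g04770, -2.28 for An08g08840, -7.96 for An17g00910 and -6.72 for An14g02870 and edgeR adjusted p-values between 2.17e-09 and 0.00244. Succinic semialdehyde dehydrogenase (An14g02870) had the highest level at T0, with 285 ± 21.6 RPKM against 2.38 ± 0.721 RPKM at T1. GABA transaminase (An17g00910) received 24 and 15 counts at T0 and 0 at T1 in both libraries, so the size of its fold change depends on the prior count that edgeR adds. Glutamate dehydrogenase (An10g00090) received 10 and 0 counts at T1. With 1 library left out, its log2 fold change ran from -10.6 to -4.81, so its size is uncertain too.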

In *N. crassa* the activity of glutamate decarboxylase was also present mainly in conidiating structures and conidia and decreased during germination [29]. These data and detection of transcripts of the GABA shunt suggest that this metabolic pathway may be active during conidiation and/or possibly in dormancy.

The transcriptome of T0 dormant conidia was compared with the transcriptome of conidiating *A.niger* cultivated for 6 days in carbon limiting conditions [25]. Metabolic pathways in starved cultures that showed down-regulation of transcription contained genes active in respiration, RNA-processing and translation. Processes that were induced by carbon starvation included fermentation, fatty acid oxidation and amino acid catabolism. Genes involved in gluconeogenesis, glyoxylate cycle and the GABA shunt also showed transcripts during the stages of starvation that were examined. Transcripts of genes playing roles in those pathways were also abundant in the transcriptomes of dormant conidia. Our data, supported by findings in other fungi, imply that fermentation and gluconeogenesis may serve either as an alternative means for replenishing energy during conidiation or may suggest there is some level of metabolism during dormancy, most likely at a very low rate and possibly for maintenance purposes.

The increased energy requirements during germination require increased expression of tricarboxylic acid cycle (TCA cycle) genes. 

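Isocitrate dehydrogenase (An18g06760) had 57.2 ± 16.1 RPKM at T0 and 363 ± 12.8 RPKM at T1 (log2 fold change 2.81, SE 0.23, edgeR adjusted p = 2.58e-07). The other isocitrate dehydrogenase gene, An08g05580, went from 11.2 ± 3.34 to 70.0 ± 38.2 RPKM (log2 fold change 2.77, SE 0.47, edgeR adjusted p = 1.52e-04). Alpha-ketoglutarate dehydrogenase (An04g04750) had 23.9 ± 7.01 RPKM at T0 and 112 ± 16.9 RPKM at T1 (log2 fold change 2.39, SE 0.23, edgeR adjusted p = 1.08e-06). Succinyl-CoA synthetase (An17g01670) had 25.3 ± 0.757 RPKM at T0 and 132 ± 17.3 RPKM at T1 (log2 fold change 2.53, SE 0.27, edgeR adjusted p = 2.30e-06).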

Genes coding for putative isocitrate dehydrogenases (An08g05580, An18g06760), α-ketoglutarate dehydrogenase An04g04750) and succinyl-CoA synthetase (An17g01670) exhibited increased transcript levels at the breaking of dormancy.

After the onset of germination, we detected increased transcript levels of genes encoding putative subunits of the respiratory chain; cytochrome b (An11g04370), cytochrome c oxidase (An02g04330), NADH:ubiquinone reductase (An08g04240) and F1F0 ATPase (An01g10880). 

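Log2 fold changes were 4.40 for An11g04370, 7.53 for An02g04330, 6.84 for An08g04240 and 5.14 for An01g10880, with edgeR adjusted p-values between 5.54e-09 and 4.05e-05. Transcripts of cytochrome c oxidase (An02g04330) were near the limit of detection at T0, with 1 and 0 counts, and reached 144 ± 6.30 RPKM at T1. NADH:ubiquinone reductase (An08g04240) went from 4.55 ± 3.94 to 481 ± 70.7 RPKM. An11g04370, which the text names as cytochrome b, is listed in Table 1 as cytochrome b5, and its T0 libraries held 0 and 6 counts.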

Genes encoding proteins involved in the mitochondrial translational machinery and mitochondrial transport also showed increased transcriptional levels mainly during the first hour of germination. 

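Of the mitochondrial functions in Table 1, a ribosomal protein (An08g04150), an RNA polymerase (An15g05790), a translation elongation factor (An04g02550) and a transport protein (An01g10190) had log2 fold changes of 5.47, 1.08, 6.40 and 5.42, in that order, with edgeR adjusted p-values between 6.30e-09 and 1.50e-04. The elongation factor An04g02550 rose from 14.4 ± 11.1 to 1109 ± 11.1 RPKM.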

Taubitz *et al.*[11] showed that no oxygen was consumed by *A. fumigatus* dormant conidia and that germination is activated only in the presence of oxygen. Although conidiating structures or dormant conidia have access to oxygen, assuming ingress of oxygen through the cell wall, the lack of an easily metabolised substrate such as glucose presumably leads either to a preference for maintenance metabolism through fermentation of non-sugar substrates, or complete dormancy. 

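Glucose-6-phosphate isomerase An16g05420 had 24.1 ± 8.37 RPKM at T0 and 2.47 ± 1.39 RPKM at T1, hexokinase An02g14380 had 25.6 ± 1.75 and 5.31 ± 0.495 RPKM, and 6-phosphofructokinase An18g01670 had 44.1 ± 1.15 and 12.8 ± 1.61 RPKM. In each case the difference was larger than the SD at either time point.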

Our data showed that the transcript levels of these genes were higher in dormant conidia compared to those germinated for 1 h. Upon germination, the switch to aerobic respiration results in a lower rate of glycolysis in *S. cerevisiae*[30] which probably explains the lack of increased transcription of glycolytic genes at breaking of dormancy in *A. niger* conidia.

The availability of glucose is responsible for carbon catabolite repression mediated by the DNA-binding transcriptional repressor CreA which suppresses catabolism of less preferred carbon substrates [31]. As soon as dormant conidia sense enough glucose they up-regulate transcription of the *creA* gene and decrease transcript levels of genes for the glyoxylate cycle and gluconeogenesis during the first hour of germination. 

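The creA gene (An02g03830) had 4.62 ± 0.771 RPKM at T0 and 30.9 ± 4.95 RPKM at T1 (log2 fold change 2.89, SE 0.32, edgeR adjusted p = 4.07e-06), from 17 and 14 counts at T0 and 214 and 290 at T1.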

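The hexose transport protein gene (An02g03540) had 34.4 ± 2.51 RPKM at T0 and 537 ± 15.8 RPKM at T1 (log2 fold change 4.12, SE 0.22, edgeR adjusted p = 5.34e-09), and it received 70 and 81 counts at T0 and 2680 and 3016 at T1.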

Transcription of hexose transporters was shown to be up-regulated at breaking of dormancy (Table 1) which is expected given the necessity of a degradable carbon source for downstream energy production during germination.

### Compatible solutes

Changes in internal sugars during germination have been reported before [6] but this is the first study where their presence was detected and changes were measured over the very early stages of germination. We showed that the switch from catabolism to biosynthesis, especially in the case of mannitol, trehalose and glycerol, occurs during first two hours of germination. We detected trehalose, mannitol, glycerol, erythritol and glucose and measured changes in their levels during the first 2 hours of germination using HPLC (Figure 6) and also analyzed transcription of genes related to their metabolism. In dormant conidia, trehalose, mannitol, erythritol and glucose were detected. Mannitol appeared to be the internal sugar of highest concentration. The breaking of dormancy led to an initial rapid breakdown of trehalose and its re-synthesis shortly afterwards (Figure 6). Mannitol depletion was also initiated at the onset of germination and continued for the first two hours of germination. Its level increased after this time (data not shown). Catabolism of these sugars requires the presence of a carbon source as a trigger in the conidial environment (data not shown). Transcripts of the gene encoding neutral trehalase (An01g09290) involved in trehalose breakdown and trehalose-6-phosphate synthases (*tpsA* An08g10510 and *tpsB* An07g08710) [32] and trehalose-6-phosphate phosphatase (An11g10990) that facilitate trehalose biosynthesis were present at higher levels in dormant conidia. Those levels reduced at the breaking of dormancy and then remained unchanged during the later hours of conidial germination apart from transcripts from the *tpsA* gene which increased over time. 

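Neutral trehalase (An01g09290) had 747 ± 52.6 RPKM at T0 and 60.2 ± 7.24 RPKM at T1 (log2 fold change -3.48, SE 0.21, edgeR adjusted p = 1.55e-08). Transcripts of tpsA (An08g10510) fell from 130.4 ± 23.7 to 2.70 ± 2.25 RPKM (log2 fold change -5.40, SE 0.37, edgeR adjusted p = 4.10e-08). The decrease in trehalose-6-phosphate phosphatase (An11g10990) was smaller, from 76.5 ± 6.90 to 40.4 ± 0.0424 RPKM (log2 fold change -0.77, SE 0.20, edgeR adjusted p = 0.00322). For tpsB (An07g08710), with 23.5 ± 5.64 RPKM at T0 and 12.8 ± 1.06 RPKM at T1, the adjusted p was above 0.05 (log2 fold change -0.72, SE 0.34, edgeR adjusted p = 0.0712), and it was under 0.05 with RLE size factors (log2 fold change -0.82), upper quartile normalization (-1.10) and total counts only (-0.84).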

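At T0, An03g02430 stood at 77.7 ± 7.53 RPKM, from 137 and 164 counts, and An02g05830 at 35.5 ± 4.97 RPKM, from 83 and 71 counts.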

Transcripts of genes encoding a putative mannitol dehydrogenase (An03g02430) involved in mannitol catabolism were also found in dormant conidia, as were those coding for a putative enzyme involved in mannitol biosynthesis, mannitol-1-phosphate dehydrogenase (An02g05830). Transcript levels of both of these genes decreased at the breaking of dormancy and remained low throughout germination.

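From T0 to T1, An03g02430 decreased to 32.1 ± 3.87 RPKM (log2 fold change -1.12, SE 0.23, edgeR adjusted p = 6.52e-04) and An02g05830 to 6.17 ± 0.877 RPKM (log2 fold change -2.36, SE 0.34, edgeR adjusted p = 3.78e-05). Later hours were followed on GeneChips and are not analysed here.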

**Figure 6:**
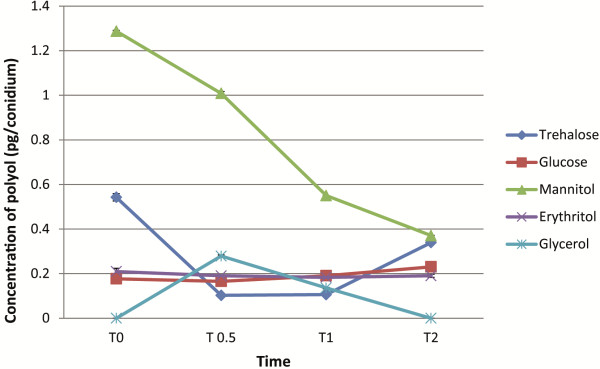
**Changes of internal sugar levels.** Detection of internal polyol levels in dormant *A. niger* conidia and their changes during first two hours (T0 – T2, 0 – 2 h) of germination determined by HPLC. Means and standard deviation of duplicate samples are shown.

Glycerol metabolism is initiated by the conversion of glycerol to glycerol-3-phosphate (G3P) by glycerol kinase and the G3P is then converted to dihydroxyacetone phosphate by glycerol-3-phosphate dehydrogenase [33]. This is then further metabolised to glyceraldehyde-3-phosphate by triose-phosphate-isomerase. 

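RPKM at T0 was 218 ± 24.9 for An04g04890, 83.9 ± 14.7 for An08g00210, 75.2 ± 36.6 for An14g04920 and 112 ± 5.73 for An16g01830. Log2 fold changes to T1 were -1.93 for An04g04890, -1.55 for An08g00210, -3.74 for An14g04920 and -2.31 for An16g01830, with edgeR adjusted p-values between 7.76e-06 and 7.22e-05. The T0 libraries of tpiA (An14g04920) held 36 and 77 counts, which gives it the widest spread of these genes.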

Transcript levels of genes encoding glycerol kinase (An04g04890), glycerol-3-phosphate dehydrogenase (An08g00210), triose-phosphate-isomerase *tpiA* (An14g04920) and glyceraldehyde-3 phosphate dehydrogenase *gpdA* (An16g01830) showed high abundance in dormant conidia and the levels decreased at the breaking of dormancy and did not show up-regulation at later stages of germination. Glycerol wasn’t detected in dormant conidia but its levels reached a peak value after 0.5 h of germination and then dropped below the detection limit at 2 h of germination. Its appearance for a short period of time suggests that conidia undergo major osmotic changes particularly at this time point of germination. 

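The SGD1 homologue (An07g05790) had 3.21 ± 3.37 RPKM at T0 and 99.6 ± 15.2 RPKM at T1 (log2 fold change 5.07, SE 0.42, edgeR adjusted p = 2.48e-07), and its T0 libraries held 2 and 14 counts.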

An07g05790, a homologue of *S. cerevisiae SGD1* involved in osmoregulatory responses resulting in glycerol production (HOG pathway) [34], increased its transcript level at breaking of dormancy. Contrary to this, Morozova *et al.*[6] detected the presence of glycerol and arabitol in *A. niger* dormant conidia. Erythritol was detected in all examined time points but its level exhibited no significant changes. NADP-dependent erythritol dehydrogenase, involved in the biosynthesis of erythritol, was induced by osmotic stress in *A. oryzae*[14].

Teutschbein *et al*. [5] detected the presence of enzymes responsible for the metabolism of internal solutes in dormant conidia of *A. fumigatus*: a neutral trehalase, mannitol-1-phosphate dehydrogenase and glycerol dehydrogenase. Transcripts of all the genes involved in metabolism of compatible solutes have also been found in conidiating cultures of *A. niger*[25]. Decrease in transcript levels of those genes during germination may suggest readiness of dormant conidia to react promptly in the new environment.

### Protein biosynthesis and nitrogen metabolism in dormant and germinating conidia

One of the most important processes occurring in germinating conidia is synthesis of new proteins. Necessary building blocks for new proteins, amino acids and amino acid precursors, can be recycled or taken up from the environment but the most energy-efficient system is via uptake of free amino acids or amino acid precursors. 

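Neutral amino acid transporter genes of Table 1 had log2 fold changes of 3.74 for An15g07550, 4.78 for An03g05360 and 10.78 for An04g09420 (edgeR adjusted p between 2.24e-08 and 1.17e-07). An15g07550 reached 409 ± 8.89 RPKM at T1 from 33.8 ± 9.47 RPKM at T0. No count was seen for An04g09420 in either T0 library, against 307 and 291 counts at T1.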

Our RNA-seq data showed relatively elevated levels of transcripts of amino acid transporter genes over the first hour of germination (Table 1). When the uptake system for amino acids does not result in sufficient supply to fulfil the needs of the growing cell, amino acids have to be synthesized and there are several sensors monitoring the pool of amino acids in the fungal cell. Amino acid starvation is sensed by protein kinase CpcC in *A. fumigatus* (functional homologue of eIF2a kinase Gcn2p in *S. cerevisiae*) [35] and the RNA-seq data showed increased transcript levels from this gene at breaking of dormancy. 

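The cpcC gene, listed in Table 1 under a translation initiation factor (An17g00860), had 47.8 ± 2.96 RPKM at T0 and 62.5 ± 2.23 RPKM at T1 (log2 fold change 0.54, SE 0.18, edgeR adjusted p = 0.0159). Its ratio of combined RPKM was 1.31, below the 2-fold rule. The adjusted p was above 0.05 under upper quartile normalization (log2 fold change 0.17), with total counts only (0.42) and with DESeq2 (0.44).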

The signal from CpcC is transmitted to the transcription factor CpcA (An01g07900) (homologue of *S. cerevisiae* Gcn4p), a global regulator in *A. niger* induced by amino acid starvation. Our data showed that transcript levels from *cpcA* increased during the early stage of germination. 

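The cpcA gene (An01g07900) had 19.5 ± 9.47 RPKM at T0 and 127 ± 7.13 RPKM at T1 (log2 fold change 2.86, SE 0.28, edgeR adjusted p = 1.09e-06).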

CpcA regulates transcriptional responses during amino acid starvation by de-repressing the transcription of many genes encoding enzymes involved in amino acid biosynthetic pathways, as well as enzymes involved in nucleotide biosynthesis [36]. An01g08850, a homologue of *A. nidulans cpcB*, represses the transcription of *cpcA* under non-starvation conditions [37]. Its transcript level increased at the breaking of dormancy.

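The cpcB homologue (An01g08850) had 24.4 ± 4.81 RPKM at T0 and 538 ± 213 RPKM at T1 (log2 fold change 4.60, SE 0.33, edgeR adjusted p = 5.91e-08), and its T1 libraries held 921 and 1764 counts.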

Glutamate, glutamine and ammonia are primary sources of nitrogen for *Aspergillus* spp.. When they are present in very low concentrations, other sources of nitrogen can be used, e.g. nitrate, purines, amino acids, and proteins [38]. Synthesis of specific transporters and enzymes of particular metabolic pathways depends on specificity for a nitrogen substrate present in the environment, and nitrogen catabolite de-repression. AreA is a GATA-type zinc finger transcription factor in *Aspergillus* spp. which activates metabolic pathways of alternative nitrogen sources when primary sources are lacking [39]. In the studies reported here, *A. niger* conidia were produced and germinated in media containing nitrate. The gene cluster responsible for reducing nitrate to ammonia [40] is also present in the *A. niger* genome and ammonia then serves as a source of nitrogen for all amino acids. Genes encoding putative nitrate transporters (e.g. An11g00450) had elevated transcript levels over the course of germination. 

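The nitrate transporter gene (An11g00450) had 8.78 ± 1.29 RPKM at T0 and 938 ± 153 RPKM at T1 (log2 fold change 6.89, SE 0.29, edgeR adjusted p = 1.58e-09), from 13 and 11 counts at T0 and 3332 and 2853 at T1. Time points after 1 h are not analysed here.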

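The niaD gene (An08g05610) had 2.27 ± 0.467 RPKM at T0 and 22.9 ± 1.57 RPKM at T1 (log2 fold change 3.47, SE 0.43, edgeR adjusted p = 1.02e-05). For niiA (An08g05640), with 7.59 ± 2.52 RPKM at T0 and 8.16 ± 0.792 RPKM at T1, no change was detectable at this depth (log2 fold change 0.25, SE 0.41, edgeR adjusted p = 0.591), and the direction changed under upper quartile normalization. Table 1 gives niiA a mark for genes that did not pass all of the paper's tests. The crnA gene (An08g05670) received 6 and 4 counts at T0 and 2 and 0 at T1, too few for the edgeR filter, and its RPKM was 2.83 ± 0.884 at T0 and 0.245 ± 0.346 at T1.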

Genes encoding nitrate reductase *niaD* (An08g05610) and nitrite reductase *niiA* (An08g05640) in the cluster *crnA-niiA-niaD* (Table 1) increased their transcript levels upon germination, but that was not seen with the *crnA* gene (An08g05670) encoding a nitrate transporter. Other studies showed that nitrate signaling only indirectly depends on the CrnA transporter [41] and the *niia* and *niaD* genes are induced by nitrate even in a *crnA*^*-*^ mutant strain [42]. The presence of nitrate in the environment induces their expression and this induction is strictly dependent on the synergistic action of transcription factors NirA (An18g02330) and AreA (An12g08960) [43]. The RNA-seq data showed that transcript levels for both of these genes were higher in dormant conidia. 

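The areA gene (An12g08960) had 24.8 ± 4.36 RPKM at T0 and 12.5 ± 0.0919 RPKM at T1 (log2 fold change -0.83, SE 0.32, edgeR adjusted p = 0.0284). Its adjusted p was above 0.05 with DESeq2 (log2 fold change -0.93), without the filter on low counts (-0.71) and with the replicate letter as a block (-0.82). No gene model with the identifier An18g02330 is in the deposited tables, so nirA was not analysed here.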

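The gdhA gene (An04g00990) had 50.5 ± 9.21 RPKM at T0 and 1094 ± 4.27 RPKM at T1 (log2 fold change 4.59, SE 0.24, edgeR adjusted p = 4.76e-09), from 68 and 92 counts at T0 and 4007 and 4349 at T1.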

The *gdhA* gene (An04g00990) encoding NADPH-dependent glutamate dehydrogenase exhibited an increased transcript level at breaking of dormancy. This enzyme is required for subsequent incorporation of the ammonium ion. Other studies showed rapid accumulation of mRNA from these genes in *N. crassa* during the presence of nitrate as a sole nitrogen source [44].

It was shown in *A. nidulans* that proline can be used as a source of nitrogen and that there is a cluster of genes responsible for its utilization [45]. This includes the *prnA* gene that encodes the regulatory protein that mediates induction of the whole cluster by proline. *prnD* encodes proline oxidase, *prnB* encodes proline permease, and *prnC* encodes delta-1-pyrroline-5-carboxylate dehydrogenase, the last enzyme in the proline catabolism pathway responsible for its conversion to glutamate. 

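Log2 fold changes of the homologues were 2.44 for prnA (An11g06180), 3.44 for prnD (An11g06160), 7.78 for prnB (An11g06150) and 5.49 for prnC (An11g06140), with edgeR adjusted p-values between 1.08e-07 and 3.33e-04. The proline permease An11g06150 had no count in either T0 library and 37 and 38 counts at T1. Proline oxidase An11g06160 rose from 26.0 ± 9.86 to 255 ± 3.92 RPKM.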

Homologues of those genes are present in the *A. niger* genome (Table 1) and their transcript levels were increased at breaking of dormancy.

*Aspergillus* spp. contain plasma membrane transporters that are specific for the uptake of purine and pyrimidine bases from their growth media [46]. These can be used for nucleotide biosynthesis, and also as nitrogen sources by catabolizing the bases to urea and ammonium. Expression of genes encoding purine-specific transporters and enzymes involved in purine catabolism was repressed in *A. nidulans* by the presence of primary nitrogen sources and induced by purines in the environment [47]. Genes (An03g05590 and An11g04340) encoding putative purine transporters increased their transcript levels at breaking of dormancy. 

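An03g05590 rose from 15.3 ± 2.18 to 395 ± 41.7 RPKM (log2 fold change 4.84, SE 0.26, edgeR adjusted p = 5.54e-09). An11g04340 rose from 2.48 ± 3.50 to 28.9 ± 2.67 RPKM (log2 fold change 3.64, SE 0.67, edgeR adjusted p = 3.14e-04), with 0 and 8 counts in the T0 libraries.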

The *uapC* gene (An07g01950) encoding a uric acid/xanthine/purine permease together with the *uaY* gene (An01g08050) [48] encoding a transcriptional regulator of purine utilization, exhibited higher transcript abundance at dormancy than at the first hour of germination. 

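Transcripts of uapC (An07g01950) fell from 72.9 ± 7.05 RPKM at T0 to 1.57 ± 0.813 RPKM at T1 (log2 fold change -5.35, SE 0.42, edgeR adjusted p = 1.35e-07), and those of uaY (An01g08050) from 60.3 ± 7.30 to 15.7 ± 0.106 RPKM (log2 fold change -1.78, SE 0.24, edgeR adjusted p = 1.96e-05).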

Their transcript levels didn’t exhibit any changes at later stages of germination. Allantoin, the intermediate product of purine metabolism is degraded by allantoinase and the transcript level of gene (An14g03370), encoding a putative allantoinase, was increased at breaking of dormancy.

Based on our data, it seems that inorganic nitrate serves as an efficient nitrogen source for germinating conidia. It is also likely from the transcriptome that germinating conidia hydrolyze proline and purines and use them as nitrogen sources or simply as building blocks in proteins and nucleic acids, respectively.

### Antisense transcription

Antisense transcripts have been identified in various fungi and are transcribed in response to changes in external conditions [21]. Our data showed that the *A. niger* conidial transcriptome also contains natural antisense transcripts (NATs). Antisense (AS) reads from the RNA-seq that fell within the annotated regions of each gene were mapped from both time points (T0 and T1) and antisense RPKM (Reads Per Kilobase of gene model per Million mapped reads) values were calculated. Antisense transcripts represented up to 10% of total gene transcripts in dormant conidia and approximately 5% in T1 germinants, i.e. the majority of genes had very few or no associated antisense transcripts. A total of 100 genes had an AS RPKM greater than 1 and up to about 700 at T0 and 139 genes had an AS RPKM greater than 1 and up to 1100 at T1 (Figure 7, Additional file 6). Antisense transcripts varied in position with respect to their sense transcripts between the entire ORF with upstream and downstream regions to only the 3’ UTR or 5’ UTR.

**Figure 7:**
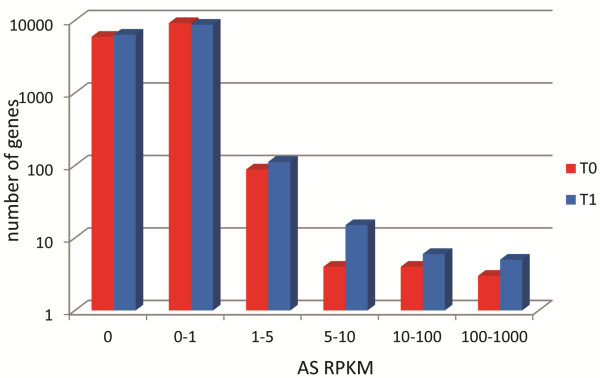
**Distribution of genes with antisense RPKM.** Antisense (AS) RPKM was calculated for each gene in dormant (T0) and germinating (T1) *A. niger* conidia. The number of genes is represented on a log scale.

Transcripts that changed from S to AS or AS to S between examined time points were examined further (Table 2). A total of 13 genes switched from predominant S transcription at T0 to predominant AS transcription at T1. 

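Of the genes in part A of Table 2, 11 have a gene model in the deposited tables, which hold sense counts. All 11 decreased at an edgeR adjusted p under 0.05, with log2 fold changes from -7.39 (transketolase, An02g06430) to -1.29 (acyl-CoA dehydrogenase, An04g03290). Their median RPKM was 64.7 at T0 and 4.46 at T1. Antisense reads of these genes were not analysed here.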

The same genes also showed down-regulation in their sense transcription. This may suggest that down-regulation occurred not only by decreasing sense transcription but also by increasing AS transcription. Examples of genes showing the same transcription pattern were involved in lipid and carbohydrate catabolism, signalling and amino acid metabolism.

**Table 2:** Genes with changed antisense transcription

**(A)**					
**ATCC 1015 ID**	**CBS ID**	**putative gene function**	**T0-T1 fold change ↓**	**T1 AS/T0 AS**	**AS/S at T1**
TID_54223	An18g05740	GTP binding protein	7.96	41.60	5.26
TID_54624	An04g01450	glycolate oxidase	37.69	23.20	3.43
TID_53523	An15g06700	dihydroxy-acid dehydratase	3.98	23.00	0.74*
TID_210938	An14g01050	serine/threonine protein kinase	6.64	19.50	0.46*
TID_57034	An04g03290	acyl-CoA dehydrogenase - β oxidation	2.68	15.50	0.35*
TID_173684	An02g09690	lipase	16.30	15.29	5.04
TID_50444	An04g03950	serine/threonine protein kinase	4.12	13.75	0.75*
TID_197387	An02g06430	transketolase	194.28	11.86	3.91
	An15g02810	phosphatidylinositol phosphate phosphatase	14.05	11.15	36.43
TID_210245	An15g04770	calmodulin-binding glutamate decarboxylase	27.10	7.82	6.26
TID_39560	An07g10430	hypothetical protein involved in stress	6.84	6.95	0.92*
	An01g03400	transcription factor/amino acid metabolism	5.73	6.92	1.30
TID_203198	An12g00030	L-iditol 2-dehydrogenase	12.89	1.76	2.34
**(B)**					
**ATCC 1015 ID**	**CBS ID**	**putative gene function**	**T0-T1 fold change ↑**	**T0 AS/T1 AS**	**AS/S at T0**
TID_57297	An17g02080	hypothetical protein - metal ion transporter	4.36	264.00	0.84*
TID_44497	An03g05020	carnitine/acylcarnitine translocase	1.75	42.38	7.44
TID_187258	An18g03060	leucine carboxyl methyltransferase	14.27	16.86	6.14
TID_52216	An02g04860	cytochrome-b5 reductase	12.36	16.29	5.48
TID_207532	An02g14860	ornithine decarboxylase - polyamine biosynthesis	1.13	12.79	0.92*
TID_182952	An15g01810	hypothetical protein/amino acid metabolism	20.26	9.90	9.99
TID_173423	An02g14950	ATP-dependent RNA helicase	12.04	8.94	0.87*
TID_119526	An06g01130	kinesin heavy chain	3.34	5.68	2.68
TID_46289	An01g13630	oxidoreductase	2.05	3.76	2.21
TID_36448	An01g11750	tyrosine kinase	2.66	3.34	4.43
TID_187212	An18g01610	RNA polymerase II suppressor protein	3.90	2.97	5.42
TID_39426	An11g09660	ethanolaminephosphotransferase	39.61	0.95	11.51
TID_214246	An04g06840	P-type ATPase -Ca2+/phospholipid transport	24.34	−31.00	2.43

* AS/S Ratio is < 1 because part of AS reads do not fall within the ORF but in upstream or downstream regions of these genes therefore were not included in calculations using Ht-seq. Presence of antisense reads in these genes was detected visually using IGV, Integrative Genomic Viewer [49].

(A) Genes with predominant sense transcripts in dormant conidia (T0) that changes to predominant antisense transcription in germinating conidia (T1) showing also down-regulation of sense transcription at T0-T1. (B) Genes with predominant antisense transcription in dormant conidia (T0) that changes to predominant sense transcription in germinating conidia (T1), the same genes also increased their sense transcription at T0-T1. Fold-changes were made using sense and antisense RPKM values generated by RNA-seq.

We have also identified genes that gradually switched from predominant AS transcription at T0 to predominant S transcription at T1. These genes also showed up-regulation in their sense transcription when analysed for differential gene expression (Table 2). 

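All 13 genes in part B of Table 2 had a higher sense transcript level at T1, and 10 of them had an edgeR adjusted p under 0.05. The median RPKM was 11.6 at T0 and 109.7 at T1. Without an adjusted p under 0.05 were An02g14860 (log2 fold change 0.32, SE 0.26, edgeR adjusted p = 0.283), An03g05020 (log2 fold change 0.95, SE 0.58, edgeR adjusted p = 0.151) and An01g13630 (log2 fold change 1.16, SE 0.51, edgeR adjusted p = 0.0537). Without the filter on low counts the adjusted p of An03g05020 and An01g13630 was under 0.05 (log2 fold changes 1.06 and 1.30). That of An01g13630 was also under 0.05 with the replicate letter as a block (log2 fold change 1.34, edgeR adjusted p = 0.0201, paired by the labels), and the direction of An02g14860 changed under upper quartile normalization.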

Dominant antisense transcription at T0 was enriched in genes involved in transport, RNA-processing and oxidation-reduction reactions.

In order to confirm the presence of an example NAT, strand-specific RT-PCRs were run for An02g04860 encoding a putative cytochrome-b5 reductase. Figure 8A shows the read alignments for An02g04860 visualised by IGV, Integrative Genomic Viewer [49], and where predominant AS transcription present in dormant conidia changed to S transcription during the first hour of germination. 

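Sense transcripts of the cytochrome-b5 reductase gene (An02g04860) had 10.5 ± 3.26 RPKM at T0 and 127 ± 13.0 RPKM at T1 (log2 fold change 3.75, SE 0.34, edgeR adjusted p = 5.28e-07), from 12 and 8 sense counts at T0 and 262 and 327 at T1. The gene model lies on chromosome arm 4_2 from 1237576 to 1238758.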

Antisense transcription of three intron regions of this gene was represented whereas the coverage of the sense transcripts in intron areas was very low, indicating that sense transcripts were fully spliced. We presumed that the longer antisense product at T0 switched to the fully spliced sense product by T1. As cDNA was synthesised using oligo (dT) primers, both antisense and sense transcripts were polyadenylated and therefore detected in RT-PCR using primers that bind upstream and downstream of the third intron. cDNA synthesised from mRNA at T0 was detected as a non-spliced product of 272 bp, in contrast to the smaller product corresponding to the fully spliced transcript with a length of 215 bp at T1 (Figure 8B). Both fragments were sequenced and the presence of the 57 bp intron in the larger 272 bp fragment was confirmed. In order to prove the presence of sense/antisense transcripts, strand specific RT-PCRs were performed using a tagged primer approach. Figure 8C shows PCR products amplified from cDNA synthesised specifically from sense or antisense mRNA. Antisense-specific product at T0 was detected only at the larger size, representing the non-spliced version. In germinating conidia there were bands of both sizes suggesting the presence of spliced and non-spliced version of antisense mRNA serving as template. Only fully-spliced sense-specific product of high intensity was detected in germinating conidia. Both spliced and non-spliced sense transcripts of very low intensity were detected in dormant conidia and they may represent true RNA intermediates. These results were in agreement with the data obtained from RNA-seq data showing that a larger antisense transcript predominated in dormant conidia whereas smaller, fully spliced sense transcript was dominant in germinating conidia. Any functional role of antisense transcripts in *A. niger* is not currently understood but, like in other fungi [20], it is possible that antisense transcripts prevent expression of proteins that are not required, i.e. the NATs provide a regulatory control mechanism. Further experiments would be required to confirm their function.

**Figure 8:**
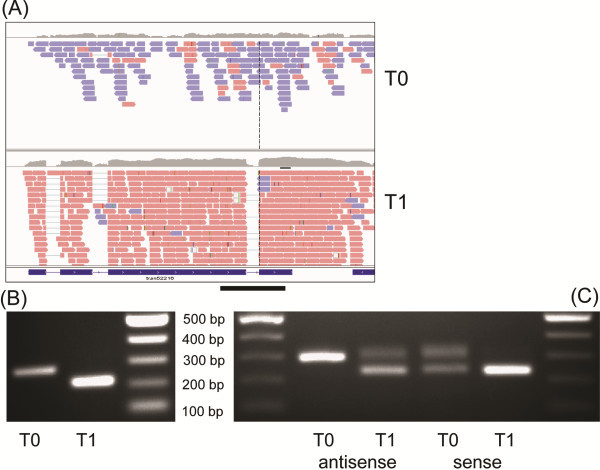
**Sense and antisense transcription of An02g04860.** (**A**) Alignments of sense and antisense reads from two examined time points (T0, T1) as generated by RNA-seq and visualized using the Integrative Genomic Viewer [49]. Blue reads represent antisense transcripts and red reads represent sense transcripts. (**B**) RT-PCR using cDNA as template that was prepared using oligo (dT) primers and amplified using An02g04860 gene-specific primers. The black line in part A represents the amplified region. The size of the non-spliced antisense transcript is 272 bp at T0 and spliced sense transcript is 215 bp at T1. Both PCR products were sequenced to confirm their identities. (**C**) Strand-specific RT-PCR products amplified from cDNA using the tagged primer approach. In dormant conidia (T0), only non-spliced antisense-specific band of high intensity was detected. In germinating conidia both, spliced and non-spliced versions of antisense-specific bands were detected at lower intensity. Fully-spliced sense transcripts of high intensity were detected in germinating conidia (T1) and both spliced and non-spliced transcripts of low intensity were detected in dormant conidia (T0).

## Conclusions

RNA-seq was used for the first time to uncover transcriptome changes at the breaking of dormancy of *A. niger* conidia. Dormant fungal conidia possess properties that ensure their survival in harsh conditions and they therefore contain protective proteins and their relevant transcripts [2]. 

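In the RNA-seq libraries of dormant conidia, the 11 genes of Table 1 for the metabolism of internal carbohydrates had a median of 77.7 RPKM, against 25.7 RPKM at T1, and 9 of them decreased and 1 increased at an edgeR adjusted p under 0.05.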

Our data showed that the transcriptome of dormant conidia also contains transcripts of genes whose respective proteins were active during conidiation (e.g. carbon starvation genes, genes involved in biosynthesis of mannitol and trehalose) and transcripts of genes necessary for immediate onset of germination (e.g. genes involved in glycerol biosynthesis and catabolism of mannitol and trehalose). Immediate metabolism of internal solutes suggests that conidia are primed for germination. Using RNA-seq methodology the presence of antisense transcripts was shown in dormant conidia and the NATs were represented in higher abundance than in germinating conidia. Antisense transcription was also evident during early germination suggesting that NATs participate in the regulation of changing functionalities at this critical period of conidial outgrowth.

## Methods

### Strains and growth conditions

*A. niger* strain N402, a *cpsA1* derivative of *A. niger* N400 [50] was grown on *Aspergillus* complete medium (ACM) (containing per litre: NaNO_3_ 6 g, KCl, 0.52 g; MgSO_4_.7H_2_O, 0.52 g; KH_2_PO_4_, 1.52 g; Na_2_B_4_O_7_.10H_2_O, 0.008 mg; CuSO_4_.5H_2_O, 0.16 mg; FePO_4_.H_2_O, 0.16 mg; MnSO_4_.4H_2_O, 0.16 mg; NaMoO_4_.2H_2_O, 0.16 mg; ZnSO_4_, 1.6 mg, Bacto casamino acids, 1 g, yeast extract, 1 g, Bacto peptone, 2 g, glucose, 10 g, vitamins: p-aminobenzoic acid, 4 mg, thiamine HCl, 0.5 mg, D-biotin, 0.02 mg, nicotinic acid, 1 mg, pyridoxine hydrochloride, 2.5 mg, choline chloride, 0.014 g, riboflavin, 1 mg, agar 20 g where applicable) for 6 days at 28°C to develop mature conidia. Conidia were harvested by washing the agar slopes with a 0.01% (w/v) Tween 80 solution. The conidial suspension was filtered through sterile synthetic wool and conidia were counted using a haemocytometer.

### RNA extraction

Dormant *A. niger* conidia were harvested from ACM slopes incubated for 6 days. Conidia (10^4^/ml) were germinated in liquid ACM media for 1, 2, 4 and 6 hours at 28°C, in 2 L conical flasks containing 1000 ml of medium, shaken at 150 rpm. Germinated conidia were recovered by filtration into 0.5 ml RNA extraction buffer (0.6 M NaCl, 0.2 M sodium acetate, 0.1 M EDTA, 4% w/v SDS) and snap frozen in liquid nitrogen. Frozen dormant or germinated conidia were mixed with 0.5 ml glass beads and disintegrated in a Sartorius dismembranator (4 min, 2000 rpm).

For GeneChip studies, RNA was extracted using the TRIzol reagent protocol (Invitrogen) according to manufacturer’s instructions, followed by an additional clean-up using RNeasy columns (Qiagen) including the on-column DNAase treatment step. RNA for each individual experiment (time point) contained pooled RNAs (10 μg) from three independent RNA extractions and only 1 technical replicate for each time point was used. Quality checks and subsequent GeneChip experiments were performed at The Nottingham *Arabidopsis* Stock Centre (NASC, University of Nottingham, Sutton Bonington Campus, UK), using *A. niger* GeneChips provided by Affymetrix and supplied by DSM [17].

RNA for RNA-seq experiments also contained pooled RNAs from three independent RNA extractions and 2 technical replicate for each time point were used. Samples were purified after dismembranation using the Plant/Fungi total RNA Purification Kit (Norgen Biotek, Canada) including the on-column DNAase treatment step. The concentration and quality of RNA for each sample was determined by UV spectrometry (Nanodrop ND-1000 spectrophotometer). Quality checks and subsequent RNA-seq experiments were performed at the Next Generation Sequencing Facility (Queen's Medical Centre, University of Nottingham, UK).

### cDNA labelling, hybridisation and analysis of Gene Chip data

Standard Affymetrix eukaryotic target sample preparations and hybridisation protocols were followed as described in the Affymetrix technical manual (http://www.affymetrix.com) and performed at European Arabidopsis Stock Centre (NASC). The RNA integrity of each sample was determined using an Agilent 2100 Bioanalyzer™ (Agilent). *A. niger* GeneChips were hybridised, washed, stained and scanned according to the Affymetrix protocols (http://www.affymetrix.com). Array descriptions/probe IDs were aligned to gene accession numbers [17]. Affymetrix Expression Console™ generated CHP.files and showed the total numbers of present, marginal and absent detection calls from each experiment. Raw data were analysed using the software GeneSpring GX 11 (Agilent Technologies, Inc). They were normalized using the RMA (Robust Multichip Analysis) global normalization algorithm. Raw intensity signal values were normalized per chip to the 75^th^ percentile and baseline transformation to the median of all samples (time points) was used. Raw data files have been submitted to the Gene Expression Omnibus, under accession number (GSE42480). To predict the cellular functions associated with the observed changes in transcript levels, genes with fold-change ≥ 2 (as generated by GeneSpring) were categorized according to predicted protein function using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/).

### RNA-seq methodology and data analysis

10 μg of Total RNA was depleted of ribosomal RNA using the Ribominus Eukaryotic kit (Invitrogen). SOLiD whole transcriptome libraries were made as outlined in the SOLiD Total RNA-Seq kit protocol (Applied Biosystems). Libraries were quantified by qPCR using a KAPA library quantification kit for Applied Biosystems SOLiD platform and pooled in equimolar amounts. Pooled libraries were gel-purified using 2% size-select E-gels to 200-300 bp (Invitrogen). Emulsion PCR and bead-based enrichment was carried out using the SOLiD EZ bead system. Sequencing was performed on a SOLiD 5500xl ABi sequencer according to the manufacturer’s instructions to generate 50 bp/35 bp paired-end reads in colour space.

Reads were mapped to the genome sequence assembly of the *A. niger* ATCC 1015 strain as it is the most closely related sequenced strain to the N402 strain used in this study. In order to ensure the most comprehensive gene model possible, genes that are predicted in the CBS 513.88 genome, but absent in the ATCC 1015 model, were mapped to the *A. niger* JGIv3 Genome sequence using GMAP and Exonerate. GMAP: all selected Ensembl gene cDNA sequences were aligned to the genome (default settings). Exonerate: all selected Ensembl gene PROTEIN sequences were aligned to the genome with exonerate2protein (default settings). All GMAP alignment results were accepted first. Those not mapped by GMAP, but mapped by exonerate were then integrated into the annotation. SOLiD reads were mapped and read counts per gene were determined using the LifeScope 2.5.1 Whole Transcriptome Pipeline (LifeTechnologies). Reads were initially filtered against sequencing adaptors and barcodes and a collection of published *A. niger* rRNA sequences prior to read mapping. LifeScope provided all read alignment positions of each paired-read mapped against the complete genome sequence and exon spanning junctions using the GTF gene annotation information. Read alignment results were recorded in BAM format for further downstream analysis. Read counts per gene were determined from primary read alignments with a mapping quality of 20 or more (MAPQ20). These counts were then used to calculate normalized expression values (RPKM) (Reads Per Kilobase of gene model per Million mapped reads) for each gene [51] as well as being the input for determining significant differential gene expression. Antisense transcription was detected by comparing gene counts generated by Htseq-count (http://www-huber.embl.de/users/anders/HTSeq) using F3. Bam files as input and opting to ignore or include strand-specificity in the calculations. Data were visualised using IGV, Integrative Genomic Viewer [49].

Differential gene expression was analysed using the R package DEGseq [52]. Three statistical significance tests were applied to changes in gene transcription, the Likelihood Ratio Test [53], Fisher’s Exact Test [54], and an MA-plot-based method with Random Sampling model [52]. To predict the cellular and metabolic functions associated with the observed changes in transcript levels, genes with fold-change ≥ 2 using RPKM values were categorized according to predicted protein function using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/). GO enrichment analysis was also performed using the set of differentially expressed genes (FetGOat: http://www.broadinstitute.org/fetgoat/index.html) that had RPKM fold-change ≥ 2 at T0-T1. Data files have been submitted to the Gene Expression Omnibus, under accession number (GSE42652).

### Internal stores of carbohydrates

#### Extraction of cytosolic carbohydrates

10^8^ dormant or germinating conidia were collected by centrifugation (11,000×g, 5 minutes), washed three times with 10 ml sterile water, re-suspended in 1 ml 0.25 M Na_2_CO_3_ and subjected to mechanical disruption using the dismembranator as previously described. Samples were centrifuged (11,000×g, 5 minutes) and 500 μl of the supernatants were filtered through 0.2 μm filters (Sartorius Stedim Biotech, Germany) for HPLC analysis of carbohydrate content.

#### HPLC determination of polyols

Standard compounds for analysis were obtained from Sigma unless otherwise stated. The compounds studied - mannitol, trehalose, erythritol, glucose (Fisher Scientific UK Limited) and glycerol (Courtin and Warner Ltd) were used as standards. Polyols present in the samples were analyzed by HPLC (Agilent technologies 1200 series). Samples (20 μl) were applied to an ion exclusion column (Aminex HPX-87H, 7.8×300 mm, Bio-Rad Laboratories Inc, Hertfordshire, UK) at 60°C, using an isocratic elution with 0.01 N H_2_SO_4_ at 0.6 ml min^-1^. Detection was carried out using a refractive index detector. Each compound was run on the column to determine the retention time in minutes. A calibration was carried out for each compound and concentration of each compound was plotted against peak area. The concentrations of sugars in sample were calculated using calibration curves. Cytosolic extracts obtained from dormant conidia (0 h) and germinating conidia over a 2 h period (0.5 h, 1 h and 2 h) were analyzed in duplicate.

### RT-PCR and strand specific RT-PCR

Total RNAs SuperScript™ III reverse transcriptase (Invitrogen) was used to prepare cDNA from total RNA according to manufacturer’s instructions using oligo (dT) as primers and amplified using gene specific primers, CYT-Forward and CYT-Reverse. Specific sequences were added at the 5’ ends of the original RT-PCR primer pair and these tagged gene-specific primers (CYT-tag-S, CYT-tag-AS) were used to specifically transcribe cDNA from sense and antisense RNA strand in strand specific reverse transcription. Using primer identical to the added tag sequence (CYT-tag-F, CYT-tag-R) together with opposing gene-specific primer (CYT-Forward, CYT-Reverse) ensured that only cDNA synthesised from the tagged primer was amplified. 1 μg of total RNA was used in each reverse transcription reaction. PCR reactions were performed using Phusion polymerase (New England Biolabs) in 50 μl reactions, 98°C for 4 min followed by 35 cycles: 98°C 30 s, 56°C 30 s and 72°C 30 s. Primers used for cDNA synthesis, RT-PCRs and strand specific RT-PCRs are listed in Additional file 7.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MN and KH prepared samples for Affymetrix GeneChips and conducted data analysis. MN prepared samples for RNA-seq, performed data analysis, accomplished antisense detection study and drafted the manuscript. KH performed HPLC analysis of internal solutes. MB and RW carried out RNA-seq experiment and data assembly. SP helped with GeneChip and RNA-seq bioinformatic analysis. DA, MS and MN designed the study, contributed to discussion and finalized the manuscript. HS provided Affymetrix GeneChips and contributed to discussion. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Percentage of detected calls. Percentage of Affymetrix probe sets having A = absent, M = marginal, or P = present detection calls at all examined time points (T0 – T6, in hours). *A. niger* conidia developed over time and extracted RNA was used to probe the GeneChips. Click here for file

Additional file 2 **Differentially expressed genes at T0-T6.** Fold-changes of transcript levels from GeneChips between examined time points (T0-T1, T1-T2, T2-T4, T4-T6) as generated by GeneSpring using CEL.files as inputs, and groupings into KEGG categories. Click here for file

Additional file 3 **Expression values and KEGG analysis of differentially expressed genes.** Single and combined mapping scores and RPKM values for all genes in dormant (T0) and germinating (T1) conidia, statistical significance values calculated using R package DEGseq [52] and, categorization according to the KEGG database. Click here for file

Additional file 4 **GO analysis of differentially expressed genes.** Gene ontology categories in up-regulated and down-regulated groups of genes (FetGOat: http://www.broadinstitute.org/fetgoat/index.html) using RNA-seq data. Click here for file

Additional file 5 **Differentially expressed genes at T0-T1.** Fold-changes of transcript levels from RNA-seq and GeneChips compared side by side. Click here for file

Additional file 6 **Antisense and sense transcription profiles.** Antisense and sense RPKM values and their ratios in dormant (T0) and germinating (T1) conidia for all the genes with detected AS transcription at any time generated by Ht-seq. Click here for file

Additional file 7 **Primers used in this study.** Primers and their sequences used for strand-specific cDNA synthesis, RT-PCRs and strand-specific RT-PCRs. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

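Gene transcription was measured by RNA-seq in dormant conidia of *A. niger* N402 (T0) and in conidia germinated for 1 h (T1), with 2 libraries for each time point, labelled A and B. Conidia had developed for 6 days at 28°C, and the RNA of each library was pooled from 3 extractions. The paper describes the libraries both as technical replicates and as biological samples, so how independent they are is not known.

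The authors removed ribosomal RNA, sequenced paired-end reads in colour space on a SOLiD instrument, filtered them and mapped them to the genome of the ATCC strain with LifeScope, and they deposited for each library and gene model the count of reads from primary alignments, without normalization. The authors also deposited an RPKM value beside each count, that is, the count per kilobase of exon and per 1000000 mapped reads. The totals that these RPKM values imply, 953134 and 994571 at T0 and 2262008 and 2441565 at T1, are smaller than the sums of the counts, 1096391 and 1113964 at T0 and 2548579 and 2664312 at T1. Reads on overlapping gene models are counted on each model, and 77 gene models are identical copies of another in position and counts. The deposited tables hold sense counts of 11197 gene models, 9870 with an identifier of the CBS strain, and 1830 of them are at 0 in every library.

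Depth limits what can be seen for weakly transcribed genes. A share of 3 counts is 2.74 and 2.69 counts per 1000000 in the T0 libraries and 1.18 and 1.13 in the T1 libraries. The 10 highest gene models took 40.8% and 38.4% of the counts at T0 and 18.5% and 14.3% at T1. Intervals for shares of counts are exact 95% Clopper-Pearson intervals and cover counting error only.

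Counts were tested with edgeR 4.0.16 in R 4.3.3. Gene models were filtered with filterByExpr (minimum count 10), normalized by TMM and tested for the time point with the robust quasi-likelihood F test, with Benjamini-Hochberg adjustment. This left 5873 gene models, and those with an adjusted p under 0.05 were called changed. Standard errors were derived from the log2 fold change and its F statistic. The tests were tried on simulated counts for the same gene models, with 200 genes changed 4-fold. The simulation takes its abundances and its common dispersion, as estimated by edgeR, from the deposited counts, so it checks the tests only under that noise. There edgeR recovered 93% of the changed genes with 2 false calls among 188, and DESeq2 recovered 82% with 5 false calls among 169. Fisher's exact test on summed counts recovered 99% with 1230 false calls among 1428. The simulation changed 200 genes where edgeR tested 5721, but in the deposited counts 78.2% of tested genes were called changed. Its shares of false calls are therefore no estimate for the deposited counts.

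The 2-fold rule of the paper was applied to RPKM computed from the counts of both libraries of a time point summed, scaled with the totals that the deposited RPKM values imply. This scale was chosen after seeing the data, and scaling by the sums of the counts was run beside it. Gene models at 0 at either time point have no ratio and were left out. Fold changes were compared with those of the GeneChips in Additional file 2, using the mean of the probe sets of a gene, and its shortened copy of decreased genes was used as it stands. The terms of Additional file 4 were described by the values of the genes listed for them. A planned test of gene sets was left out, because no table of gene descriptions covered at least 80% of the tested genes.

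The genes named are those that the paper names in its text, Table 1 or Table 2 and that have a gene model in the deposited tables, any gene for which the values differ from the paper's, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, the same direction in both same-lettered pairs of libraries and at least 10 counts in every library. Also named are gene models that an observation itself singled out. These were chosen by a high share of the counts, the region of chromosome arm 6_1, a match to values of Table 1, or a peroxisome description. Gene names come from the paper's tables. Of the genes named in the paper, 6 have no gene model there and were left out.

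Alternatives were DESeq2 1.42.0, Fisher's exact test on summed counts, RLE and upper quartile normalization, total counts only, no filter on low counts, at least 10 counts in every library, the replicate letter as a block, stricter thresholds, identical copies counted once, and for RPKM ratios TMM scaling, TPM, a pseudocount of 1 RPKM, each replicate letter alone and leaving out each library in turn. No test of other groupings of the libraries was run, and 2 libraries for each time point allow too few groupings for a permutation test. Further calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.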

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

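The tests on the region of chromosome arm 6_1 were chosen only after the result was seen.

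Several gene models that the paper does not discuss held a large share of all counts, far above the share of 3 counts that marks the smallest visible value. An13g01660 held 7.85% of the counts of T0 B (95% Clopper-Pearson interval 7.80% to 7.90%) and 0.240% of those of T1 A. For An01g08800 the share was 5.54% in T0 A (5.49% to 5.58%), for An06g02240 it was 4.75% in T0 B (4.71% to 4.79%), and for TID_189853, a model without a CBS identifier, it was 4.72% in T0 A (4.68% to 4.76%). Each of these 4 models held at most 0.240% in either T1 library. An16g09260 went the other way, from 0.106% in T0 B to 1.91% in T1 A (1.89% to 1.93%).

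If the high T0 shares came from the sequencing libraries alone, the GeneChips would not show a decrease. Of the 20 gene models with most T0 counts, identical copies counted once, 12 are in the GeneChip lists, which hold only changes of at least 2-fold, and 11 of the 12 decreased there. The exception was An09g06590, with a GeneChip fold change of 2.09. The other 8 models are not in the lists and may be unchanged on the GeneChips. The decreases there were smaller than in RNA-seq for An13g01660 (2.64-fold against 31.5-fold), An06g02240 (2.51-fold against 26.5-fold) and An01g08800 (5.47-fold against 26.9-fold). For these models a large part specific to the libraries is not excluded. GeneChip fold changes, negative for a decrease, were large for An09g03130 (-404.035), An09g06270 (-172.433), An15g07300 (-80.8), An01g15190 (-70.0) and An03g00890 (-52.4). They were small for An08g03580 (-6.07), An07g07380 (-4.55) and An02g02530 (-2.33). Reads shared between overlapping models of one strand concern 2 of the 20, both on chromosome arm 6_1. A candidate explanation for the remaining models is the loss of transcripts stored in dormant conidia. Contamination with RNA from elsewhere was not tested, since no genome sequence was at hand, and the pattern cannot be told apart from it. An effect of the libraries stays open for the models with small GeneChip decreases and for the 8 not in the lists. TID_189853 is not on the GeneChip lists, and An16g09260 is not among the 20 models, so these tests do not bear on either.

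A region of chromosome arm 6_1 from 668681 to 676447 held 17 gene models, none with a CBS identifier, and took 17.5% of the counts of T0 A, 14.3% of T0 B, 14.2% of T1 A and 9.99% of T1 B. The same reads counted on several overlapping models could account for most of this share, because counting overlapping models of one strand once left 28.6% of the counts of the region, averaged over the 4 libraries. Shares of 4.99%, 4.20%, 3.99% and 2.85% remained. The 8 distinct models with over 100 counts on the minus strand changed alike, with an SD of their log2 ratios of 0.19, and 0% of 1000 random runs of as many neighbouring models had a smaller SD. Models that share reads agree by construction, so the comparison was repeated with the 4 models that share no position, which had an SD of 0.19, and again 0% of 1000 random runs of such models had a smaller SD. One continuous transcript or residual ribosomal RNA is a candidate explanation, but without the genome sequence the region cannot be told apart from either. No biological explanation was tested for it.

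Among gene models without a CBS identifier, 341 changed at an edgeR adjusted p under 0.05, 153 increased and 188 decreased, of 454 tested and 1327 in all. The paper discusses none of them apart from the identifiers in its tables. Neither a technical nor a biological explanation was tested for these models as a group.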

How the results depend on the processing

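The alternatives below were set before the data were examined, except scaling by the sums of the counts and R² for each replicate letter alone. The plan named total counts as the scale of RPKM, and the choice to take the totals implied by the deposited RPKM as the scale, with the sums of the counts as the alternative, was made after seeing the data. No other test in this part was chosen after the result was seen.

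The number of genes increased at an edgeR adjusted p under 0.05 (2269) stayed within 1.5 times under each alternative except at least 10 counts in every library, which gave 1219. For decreased genes (2322) the exceptions were the same filter, with 1205, and Fisher's exact test on summed counts, with 3766. With the replicate letter as a block, 2187 increased and 2155 decreased. By the 2-fold RPKM rule, the filter of 10 counts gave 1049 increased genes in place of 2310 and 1047 decreased in place of 3251, and every other alternative that was run stayed within 1.5 times of these. Scaling by the sums of the counts gave 2339 increased and 3230 decreased genes. Filtering on counts in every library removes genes silent at one time point, but the cause of each shift was not tested.

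R² of RNA-seq and GeneChip fold changes (0.226) was 0.784 with log2 fold changes and 0.330 for fold changes up to 200, and it ran from 0.208 to 0.251 across the 4 calculations that each left out one library. The A and B libraries alone gave 0.231 and 0.237. The share of genes with the same direction (95.1%) was 98.1% for genes with an edgeR adjusted p under 0.05, 94.5% with at least 10 counts in every library and 94.6% with TMM scaling. The cause was not tested. Of the 84 genes of Table 1 in the paper's direction, 83 remained with RLE scaling and with any 1 library left out. With an adjusted p under 0.05 required 80 remained, and 84 with TMM scaling and with scaling by the sums of the counts. Table 1 rests on the same libraries, so this agreement is no independent support.

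Of 125 named genes tested, 111 kept their direction and their side of the threshold under each of DESeq2, RLE, upper quartile, total counts only, no filter and the block, and 14 did not. The 125 include TID_46188, TID_46197 and TID_46198 of chromosome arm 6_1, which are identical copies and were counted separately. Among the 750 values, 11 were weaker, 9 stronger and 4 reversed. The reversed log2 fold changes were those of An02g14590 (0.0749 without the filter on low counts), An15g03260 (0.0539 without it), An02g14860 (-0.0446 with upper quartile normalization) and An08g05640 (-0.12 with it), and none of these genes had an adjusted p under 0.05 to begin with. The cause was not tested. Leaving out a library moved 139 of 500 values by more than the spread between replicates and changed the sign of 2 genes. An08g05640 went to -0.09 without T0 A, and An15g03260 to 0.34 without T0 B and 0.69 without T1 A. For the medians of the 23 gene lists of Additional file 4, 96 of 230 values moved and none reversed.

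Calls of increased or decreased genes with a library left out were not run, since 1 library would remain in a group. The odds ratio of gene sets was not run, because no table of descriptions covered enough genes.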

Differences from the paper's values

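Scaling by the sums of the counts and R² for each replicate letter alone were chosen only after the values were seen.

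R² of RNA-seq and GeneChip fold changes was 0.226 against the paper's 0.2367. The paper's value lies within the range of 0.208 to 0.251 across the calculations that each left out one library. The difference of 0.0105 is larger than the SD of the values from the A and B libraries alone (0.00453). Of the alternatives set before the data were examined, leaving out T1 A gave 0.238 and closed the gap, while log2 fold changes, the range up to 200, the probe set with the largest change, TMM scaling and leaving out any other library did not. Among those chosen after seeing the values, the B libraries alone (0.237) closed it and the A libraries alone (0.231) did not. The comparison covered 2765 genes, all with a GeneChip change of at least 2-fold, against the paper's 5500, and no alternative was run for this number. An alternative that closed the gap in R² therefore does not show the cause of the difference.

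For malate synthase, An15g01860, RPKM at T0 was 47.4 against the paper's 28.52. Among the alternatives set before the data were examined, TMM scaling (40.3), TPM (34.8), the B libraries alone (41.5) and leaving out T0 A (41.5) came within 1.5 times the paper's value without reaching it, and the A libraries alone and leaving out any other library did not. Scaling by the sums of the counts, chosen after seeing the values, gave 41.8 and also came within 1.5 times. RPKM at T1 was 35.8 against the paper's 3.68 and the fold change 1.32 against the paper's 7.75, and none of the alternatives closed either gap.

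For facB, An08g06580, RPKM at T0 was 187 against the paper's 16.27, RPKM at T1 was 56.7 against the paper's 0.99, and the fold change was 3.29 against the paper's 16.43. None of the alternatives closed these gaps.

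The paper states that malate synthase transcripts were more prevalent at T0, and its GeneChip data also give this gene a large decrease. In the counts, the log2 fold change of An15g01860 was -0.26 (SE 0.28, edgeR adjusted p = 0.417), so the platforms differ for this gene.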

Other observations

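The tests of genes with few counts and of library composition, the search for other genes with the values of Table 1, the test of calls against model length, the calls of Fisher's exact test at equal depth, and the comparison of neighbouring genes by orientation and distance were chosen only after the result was seen.

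At an equal depth of 1000000 counts, 7575 and 7690 gene models were detected in the T0 libraries and 6796 and 6850 in the T1 libraries, an excess of at least 725. With identical copies counted once the excess was 737, so copies do not account for it. Without the 100 highest models of each library it was 1076, but the highest models took more of the T0 counts, so leaving them out could only raise the excess and cannot test whether they account for it. Genomic DNA would spread counts in proportion to model length, but on the 2958 models at 0 in both T1 libraries the T0 counts had a chi-square per degree of freedom of 152 against that expectation. This speaks against DNA as the only source of these counts, but it sets no limit on how many of the additional models DNA could account for. A candidate explanation is a wider range of stored transcripts in dormant conidia, which the present libraries cannot tell apart from contamination with other RNA.

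Counts differed between the libraries of a time point by more than sampling noise also without the 100 highest gene models, with a chi-square per degree of freedom of 3.54 at T0 and 5.41 at T1. Fisher's exact test with a p under 0.001 and a fold change of at least 2 called 5012 gene models between T0 and T1, 234 between T0 A and T0 B and 111 between T1 A and T1 B, but these comparisons differ in depth. With single libraries drawn to 1000000 counts each, the same test called 3619 gene models between T0 A and T1 A and 3611 between T0 B and T1 B, against 176 between the T0 libraries and 41 between the T1 libraries, so at equal depth differences within a time point gave far fewer calls. At full depth and without a fold change rule, Fisher's exact test at an adjusted p under 0.05 called 758 gene models between the T0 libraries and 1060 between the T1 libraries. These numbers are not comparable with those at equal depth. Spearman's rho of the log2 fold change and model length was 0.0108 across tested gene models, which are not independent replicates. This tests the direction of change only. Being called changed at an adjusted p under 0.05 had a rho of -0.0277 with length, and with models in 4 length classes of equal size 79.8% of the shortest and 75.7% of the longest class were called, but the size of the log2 fold change was larger for shorter models (rho -0.174), which can offset more power to call long genes, so these values do not settle whether length affects the calls. What the libraries of a time point differ in was not tested further.

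By the 2-fold RPKM rule, decreased gene models outnumbered increased ones by a ratio of 1.41. The ratio was 0.998 with at least 10 counts in every library, 1.28 with TMM scaling, 1.19 with TPM and 1.41 with identical copies counted once. Requiring 10 counts in every library also removes models that fell to or rose from few counts. The filter therefore cannot test whether genes with few counts account for the excess of decreased models. Part of the excess goes away with the other scalings, while copies do not account for it. No biological explanation was tested.

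The values that Table 1 gives for An08g06580 and An15g01860 are far from those in the counts. After rescaling by the median ratio to Table 1, the number of other gene models with both RPKM values within 0.5% was 1 in each case, An01g15150 for An08g06580 (16.3 at T0 and 0.99 at T1) and An15g01220 for An15g01860 (28.5 and 3.68). Of 79 other genes of Table 1 searched in the same way, 2 had such a match, so a chance match is possible. A candidate explanation is that the table holds another gene's values in these places. The T0 counts of Additional file 3 were within 5% of the deposited counts for 99.5% of the values of 933 genes.

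Antisense reads of Additional file 6 might come from transcripts of a neighbour on the opposite strand. The copy of this file used here is shortened, so the comparison covers the listed models only. The 100 models with most antisense reads at T0 had a neighbour on that strand within 500 bp no more often than the other 1025 listed (29% against 33.6%, odds ratio 0.809, Fisher's exact p = 0.376). Where a neighbour was present its median RPKM was 2.03 times as high for the 100 models (permutation p = 0.0268). Across the 373 listed models with a neighbour, antisense RPKM and neighbour RPKM had a rho of 0.281. The parts of the test point in different directions and leave the explanation open.

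Log2 fold changes of neighbouring genes were correlated. For 4732 pairs more than 500 bp apart Spearman's rho was 0.146, against at most 0.0446 in 1000 shuffles, so reads shared by overlapping models do not account for it, and with log2 fold changes ranked within 10 classes of model length it was 0.141. Pairs with adjacent 5′ ends had a rho of 0.276, pairs with adjacent 3′ ends 0.0746 and pairs on one strand 0.110. This contrast was noticed first and then tested on the same data. Among pairs 500 to 1500 bp apart, the rho of divergent pairs exceeded that of convergent pairs by 0.335 (0.374 against 0.0396, permutation p = 1e-05, the smallest that 100000 permutations can give), so distance does not account for it. Genes are not independent replicates, and pairs that share a gene are not either. Shared promoter regions may contribute, which was not tested directly, and the paper does not report this pattern.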
